# Lasting and Sex-Dependent Impact of Maternal Immune Activation on Molecular Pathways of the Amygdala

**DOI:** 10.3389/fnins.2020.00774

**Published:** 2020-08-11

**Authors:** Marissa R. Keever, Pan Zhang, Courtni R. Bolt, Adrienne M. Antonson, Haley E. Rymut, Megan P. Caputo, Alexandra K. Houser, Alvaro G. Hernandez, Bruce R. Southey, Laurie A. Rund, Rodney W. Johnson, Sandra L. Rodriguez-Zas

**Keywords:** immune activation, pigs, RNA-seq, neuropeptides, glutamatergic pathway, GABAergic pathway

## Abstract

The prolonged and sex-dependent impact of maternal immune activation (MIA) during gestation on the molecular pathways of the amygdala, a brain region that influences social, emotional, and other behaviors, is only partially understood. To address this gap, we investigated the effects of viral-elicited MIA during gestation on the amygdala transcriptome of pigs, a species of high molecular and developmental homology to humans. Gene expression levels were measured using RNA-Seq on the amygdala for 3-week-old female and male offspring from MIA and control groups. Among the 403 genes that exhibited significant MIA effect, a prevalence of differentially expressed genes annotated to the neuroactive ligand–receptor pathway, glutamatergic functions, neuropeptide systems, and cilium morphogenesis were uncovered. Genes in these categories included corticotropin-releasing hormone receptor 2, glutamate metabotropic receptor 4, glycoprotein hormones, alpha polypeptide, parathyroid hormone 1 receptor, vasointestinal peptide receptor 2, neurotensin, proenkephalin, and gastrin-releasing peptide. These categories and genes have been associated with the MIA-related human neurodevelopmental disorders, including schizophrenia and autism spectrum disorders. Gene network reconstruction highlighted differential vulnerability to MIA effects between sexes. Our results advance the understanding necessary for the development of multifactorial therapies targeting immune modulation and neurochemical dysfunction that can ameliorate the effects of MIA on offspring behavior later in life.

## Introduction

The maternal immune response triggered by pathogens and other environmental stressors during gestation can also elicit an indirect response by the fetal immune cells (Kroismayr et al., 2004; Odorizzi and Feeney, 2016; Prins et al., 2018). Viral infection during gestation, for example, activates a cytokine-related signaling cascade, and molecules from this process can cross the placenta and reach the fetal brain. The resulting maternal immune activation (MIA) can impact fetal developmental processes and exert long-term postnatal effects in the offspring (Rutherford et al., 2014). The relationship between MIA and neurodevelopmental disorders, including schizophrenia spectrum disorders (SSD) and autism spectrum disorders (ASD), and neurodegenerative disorders, such as Alzheimer’s disease (AD), in offspring has been established (Knuesel et al., 2014; Canetta et al., 2016; Mattei et al., 2017). These diseases share some behavior symptoms, comorbidities such as eating disorders, and genetic and environmental (i.e., MIA) agents (Canitano and Pallagrosi, 2017). The previous neurological disorders have been associated with abnormal structure and dysregulation of the amygdala (Schumann et al., 2011; Fernandez-Irigoyen et al., 2014) and share genes and molecular mechanisms including histocompatibility complex (MHC) genes (Anders and Kinney, 2015), glutamatergic and GABAergic-associated genes (Bourgeron, 2009; Marin, 2012; Li et al., 2016), and mitochondrial activity processes (Pieczenik and Neustadt, 2007; Sragovich et al., 2017).

The fetal amygdala is susceptible to inflammatory signals, and the plasticity of this brain structure to MIA can lead to alterations of the developmental trajectory. These disruptions may have long-lasting and maladaptive consequences for the offspring, due to the significant role that the amygdala plays in many neurological pathways. Located in the forebrain, the amygdala influences social interaction, cognition, neuroendocrine, behavior, learning, memory, emotion, and autonomic systems. The amygdala also modulates the response of these processes to stressors, including pathogenic infections and those resulting from management practices, such as weaning (Tian et al., 2015). The amygdala experiences high uptake of gonadal hormones and is anatomically connected to other sexually dimorphic nuclei. Therefore, this brain region is involved in regulation of several dimorphic functions such as aggression, sexual behavior, gonadotropin secretion, and integration of olfactory information (Hines et al., 1992). Evidence supports the differential activation of the amygdala to stimuli between males and females (Killgore and Yurgelun-Todd, 2001), including differences in the sexual responses and emotional memory (Hamann, 2005), and differential vulnerability to insult (Baird et al., 2007). Due to the interconnected and multi-regulatory nature of this brain structure, insults to the amygdala can impact the individual’s social, locomotor, and feeding behavior (Petrovich and Gallagher, 2003); growth and reproductive physiology; health status; and immunological response to secondary stressors.

Recent studies lend support to the link between MIA and altered amygdala function (Carlezon et al., 2019). In mice, MIA elicited by polyinosinic:polycytidylic acid [Poly(I:C)] increased the synaptic strength of glutamatergic projections from the prefrontal cortex to the amygdala (Li et al., 2018). In open-field tests, mice exposed to MIA spent less time in the center and traveled a higher distance, indicative of a higher anxiety behavior incidence than the control counterparts. These findings suggest that the change in the balance between excitation (glutamatergic) and inhibition (feedforward GABAergic) modified the spike output of amygdala neurons, therefore affecting brain circuits that could regulate behavior in SSD and ASD. A candidate gene study of the effects of social stress during gestation reported that the expression of a corticotropin-releasing hormone receptor in the amygdala of 10-week-old pigs was higher in females than in males (Rutherford et al., 2014). This study concluded that prenatal stress substantially increased anxiety-related behaviors in female pigs. Studies of the impact of maternal stressors during gestation on specific amygdala molecular profiles and associated neurological or behavioral disorders in the offspring later in life highlight the complexity of the molecular mechanisms underlying the pathophysiology of MIA.

Research on the lasting effects of MIA in pigs complements the insights offered by rodent models (Antonson et al., 2019). The advantages of studying a pig model stem from the greater homology of humans to pigs, rather than to rodents, when considering organ physiology, size, development and, in particular, brain growth and development processes (Murphy et al., 2014). A pig model that has offered insights into MIA employs porcine reproductive and respiratory syndrome virus (PRRSV) to elicit MIA. This immune challenge activates the microglia (i.e., macrophage-like cells in the brain) and is associated with behavioral changes in neonatal pigs (Antonson et al., 2017, 2018).

The study of MIA elicited by PRRSV allows for the characterization of the impact of a live viral pathogen that self-replicates in the host, evoking extended activation of immune pathways. PRRSV challenge during gestation is a well-characterized, replicable, and effective method for inducing MIA in pigs (Antonson et al., 2017, 2018). In addition, PRRSV outbreaks impose a major economic burden to the livestock industry. PRRSV is an enveloped single-stranded RNA virus that infects alveolar macrophages, causing interstitial pneumonia and increased serum levels of the cytokines interleukin 1 beta, interleukin 6, and tumor necrosis factor alpha (Antonson et al., 2017). The persistent repercussions of MIA on the molecular pathways of the pig amygdala are yet to be investigated. Moreover, the potentially distinct vulnerability to the prolonged effects of MIA between sexes remains unknown.

The overarching goal of the present study is to advance the understanding of the impact of MIA on the molecular mechanisms of the amygdala. Three supporting objectives are explored: (a) characterization of prolonged transcriptome changes elicited by viral MIA in pigs, a species that has high neurodevelopmental homology with humans, and food production value; (b) identification of molecular pathways that present differential vulnerability to MIA between sexes; and (c) understanding the effect of MIA on molecular interactions assisted by gene network inference. The findings from these complementary analyses support the use of multiple therapeutic targets to ameliorate the potential detrimental effect of MIA on the offspring physiology and behavior.

## Materials and Methods

### Animal Experiments

All experimental procedures used published protocols (Antonson et al., 2017, 2018). The animal studies were approved by the Illinois Institutional Animal Care and Use Committee (IACUC) at the University of Illinois and are in compliance with the USDA Animal Welfare Act and the NIH Public Health Service Policy on the Humane Care and Use of Animals.

Camborough gilts born and raised at the University of Illinois at Urbana-Champaign herd were inseminated at 205 days of age using PIC 359 boar sperm (Antonson et al., 2017, 2018). All gilts were PRRSV negative and were moved at gestation day (GD) 69 into disease-containment chambers maintained at 22°C and a 12 h light/dark cycle with lights on at 7:00 AM. The gilts were fed daily 2.3 kg of a gestational diet and had *ad libitum* water access. One week after acclimation, four gilts were intranasally inoculated with live PRRSV strain P129-BV (School of Veterinary Medicine at Purdue University, West Lafayette, IN, United States) using 5 mL of 1 × 10^5^ median tissue culture infectious dose (TCID_50_) diluted in sterile Dulbecco’s modified Eagle medium (DMEM; 5 mL total volume). The four gilts in the Control group were intranasally inoculated with an equal volume of sterile DMEM. PRRSV inoculation corresponded to the last third of gestation in pigs and humans, during initiation of rapid fetal brain growth (Antonson et al., 2017, 2018). PRRSV and Control groups were housed in separate containment chambers.

The rectal temperatures and diet consumption of the gilts were recorded daily until farrowing (Antonson et al., 2017, 2018). The PRRSV-inoculated gilts were offered the maximum fed daily, and feed refusal was measured. The Control gilts were fed the same amount consumed by the PRRSV-inoculated gilts on the previous day. The daily body temperature and feed intake levels were compared using a mixed-effects model analyzed with PROC MIXED (SAS Institute Inc., Cary, NC, United States). The model included the effects of gilt treatment and replicate while accommodating for heterogeneity of variance between MIA groups.

Farrowing was induced with an intramuscular injection of 10 mg of Lutalyse (dinoprost tromethamine, Pfizer, New York, NY, United States) on GD 113 in consideration that the average gestation length is approximately 114 days (Antonson et al., 2017, 2018). Gilts farrowed in individual farrowing crates of standard dimensions (1.83 × 1.83 m). After farrowing, the gilts were fed twice a day up to 5 kg of a nutritionally complete diet for the lactating period and water remained available *ad libitum*. Pigs received intramuscular injections of iron dextran (100 mg/pig, Butler Schein Animal Health, Dublin, OH, United States) and Excede for Swine (25 mg/pig; Zoetis, Parsippany, NJ, United States) to control for respiratory diseases. The pigs remained with their mothers until PD 22. The body weight of pigs was measured daily and analyzed using the mixed-effects model in SAS, PROC MIXED (SAS Institute Inc., Cary, NC, United States). The model included the effect of MIA and the random effect of gilt, accommodating for heteroscedasticity between pig treatment and sex groups. The impact of MIA was studied at PD 22 because this is a common age to wean pigs. The study of transcriptome profiles from older pigs could be confounded with changes in diet and environment associated with weaning, while profiles from younger pigs would hinder the assessment of the prolonged effects of MIA.

### RNA Extraction and Sequencing

A balanced experimental design was studied, including 24 pigs evenly distributed between maternal PPRSV activated (MPA group of pigs) and Control gilts (CON group of pigs), each group encompassing males and females (denoted Ma and Fe, respectively). At PD 22, pigs were removed from the farrowing crate and anesthetized intramuscularly using a telazol:ketamine:xylazine drug cocktail (50 mg of tiletamine; 50 mg of zolazepam) reconstituted with 2.5 mL ketamine (100 g/L) and 2.5 mL xylazine (100 g/L; Fort Dodge Animal Health, Fort Dodge, IA, United States) at a dose of 0.03 mL/kg body weight, following protocols (Antonson et al., 2017).

Following anesthetization, pigs were euthanized using an intracardiac injection of sodium pentobarbital (86 mg/kg body weight, Fata Plus, Vortech Pharmaceuticals, Dearborn, MI, United States). Pig brains were extracted, the amygdalae were recognized using the stereotaxic atlas of the pig brain (Felix et al., 1999), dissected out, flash frozen on dry ice, and stored at −80°C following published protocols (Antonson et al., 2019). RNA was isolated using EZNA isolation kit following the manufacturer’s instructions (Omega Biotek, Norcross, GA, United States). The RNA integrity numbers of the samples were above 7.5, indicating low RNA degradation. The RNA-Seq libraries were prepared with TruSeq Stranded mRNAseq Sample Prep kit (Illumina Inc., San Diego, CA, United States). The libraries were quantitated by qPCR and sequenced on one lane on a NovaSeq 6000 for 151 cycles from each end of the fragments using NovaSeq S4 reagent kit. FASTQ files were generated and demultiplexed with the bcl2fastq v2.20 conversion software. Paired-end reads (150 nt long) were obtained, and the FASTQ files are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (experiment accession number GSE149695).

### RNA Sequence Mapping and Differential Expression Analysis

The average Phred quality score of the reads assessed using FastQC (Andrews, 2010) was > 35 across all read positions, and therefore, no reads were trimmed. The paired-end reads from the individual samples were aligned to the *Sus scrofa* genome (version Sscrofa 11.1; Pruitt et al., 2007) using kallisto v0.43.0 (Bray et al., 2016) with default settings. The normalized (trimmed mean of *M*-values) gene expression values were described using a generalized linear model encompassing the effects of the MIA group (MPA or CON levels), sex (Fe or Ma levels), and MIA-by-sex interaction and analyzed using edgeR (version 3.14.0) in the R v. 3.3.1 environment (Robinson et al., 2010). Genes supported by > 5 transcripts per million (TPM) by each MIA–sex combination were analyzed to ensure adequate representation across comparisons.

Orthogonal pairwise contrasts between MIA and sex groups were evaluated in addition to testing for the effects of MIA-by-sex interaction and main effects of MIA and sex. The four groups compared in the contrasts, identified by treatment followed by the sex levels, are: MPA_Fe, MPA_Ma, CON_Fe, and CON_Ma. The *P*-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) approach (Benjamini and Hochberg, 1995).

### Functional Enrichment and Network Inference

Two complementary approaches were used to identify over-represented functional categories among the genes exhibiting differential expression across MIA and sex groups (Caetano-Anollés et al., 2015, 2016; Gonzalez-Pena et al., 2016a, b). Functional categories investigated included Gene Ontology (GO) biological processes (BPs), GO molecular functions (MF), and KEGG pathways. The Gene Set Enrichment Analysis (GSEA) approach implemented in the software package GSEA-P 2.0 (Subramanian et al., 2007) was used to identify category over-representation with gene over- and under-expressed while considering all genes analyzed. The normalized enrichment score (NES) of the categories in the Molecular Signature Database (MSigDB) was calculated using the maximum deviation of the cumulative sum based on the signed and standardized fold change. The statistical significance of the enrichment was assessed using the FDR-adjusted *P*-value computed from 1000 permutations.

The over-representation of functional categories was also evaluated among genes that exhibited a significant MIA-by-sex interaction or main effect using the Database for Annotation, Visualization and Integrated Discovery (DAVID 6.8) (Huang et al., 2009). The enrichment of Direct GO categories in the DAVID database was assessed. The *Sus scrofa* genome was used as the background for enrichment testing, and enrichment is reported using the Expression Analysis Systematic Explorer (EASE) score that was computed using a one-tailed jackknifed Fisher hypergeometric exact test. Functional categories were clustered based on gene annotation, and the statistical significance of clusters is summarized as the geometric mean of the -log_10_ EASE scores of the categories (Delfino et al., 2011; Serao et al., 2011; Delfino and Rodriguez-Zas, 2013).

### Weighted Gene Co-expression Network Analysis and Gene Network Visualization

An approach complementary to the identification of differentially expressed genes was used to uncover co-expression networks using Weighted Gene Co-expression Network Analysis (WGCNA) version 1.68 (Langfelder and Horvath, 2008). The input data were voom-transformed read count values generated using the limma package (version 3.40.2) (Ritchie et al., 2015) in R (version 3.6.1). Genes were filtered to remove those with low expression levels or no variation across samples per developer recommendations. The number of genes used for network analysis was 16,175 genes. Considering potential for interaction patterns, a sex-dependent soft-thresholding power was used to call for network topology analysis. The lowest power values that support a scale-free topology power used were 15 for the CON_Ma-MPA_Ma contrast and 27 for the MPA_Fe-MPA_Ma contrast. The Pearson correlation coefficient of the normalized expression values was used to identify modules of connected genes. The minimum module size was set to 30, with the deepSplit set to 2, and the mergeCutHeight set to 0.15. Module profiles were identified using the correlation between the eigengene of each module and pig group. Enrichment of functional categories among the genes in each module profile was explored with DAVID using the *Sus scrofa* genome as background, and testing included an FDR multiple test adjustment.

Further understanding of the impact of the MIA-by-sex interaction was gained through the reconstruction of gene networks using the BisoGenet package (Martin et al., 2010) in the Cytoscape platform (Shannon et al., 2003). Information from gene and protein interactions annotated in databases including BIOGRID, HPRD, DIP, BIND, INTACT, and MINT was used to visualize relationships between genes (Salwinski et al., 2004; Alfarano et al., 2005; Mishra et al., 2006; Stark et al., 2006; Kerrien et al., 2007; Licata et al., 2012). Networks highlighting differences in gene levels associated with MIA within sex (i.e., the contrasts MPA_Ma-CON_Ma and MPA_Fe-CON_Fe) were compared. The network framework includes genes that exhibited a significant MIA-by-sex interaction effect (FDR-adjusted *P* < 0.1) and are annotated to enriched functional categories. The framework genes were identified by full nodes with size reflecting the differential expression level between the MPA and CON groups. The network edges depict known molecular relationships curated in the BisoGenet databases. The framework genes were connected through correlated genes listed in the BisoGenet database of molecular interactions that did not reach significant MIA-by-sex interaction effect. The comparison of these networks offered insights into the simultaneous effect of MIA across interacting genes and enabled the detection of shared and distinct co-regulation patterns between MPA and CON pigs across sexes.

## Results

### Maternal Immune Activation and Sequencing Metrics

The differences between MPA and CON gilts in rectal temperatures and daily diet consumption indicated the activation of the maternal immune system in response to PRRSV. The difference in body temperature between CON and MPA gilts on GD 87 was -1.00°C (standard error 0.35°C; *P* < 0.005). The difference in feed refusal between CON and MPA gilts on GD 88 was -927.6 g (standard error 201.2 g; *P* < 0.0001). A significant increase in rectal temperatures and decrease in feed intake (*P* < 0.001) was observed within 48 h of inoculation and returned to baseline levels within 10 days for body temperature and within 14 days for feed intake. At 21 days of age, CON pigs were 1.20 kg heavier than MPA pigs (standard error = 0.5673; *P* < 0.089) while no significant sex or interaction effects were detected.

The sequencing of the 24 RNA samples produced 6.6 billion sequenced reads, and 69 million paired-end reads per sample. The number of reads was consistent across MIA and sex groups (coefficient of variation < 0.1), and the effects of MIA, sex, and MIA-by-sex interaction were tested on 16,175 genes that surpassed the minimum number of reads per MIA–sex combination.

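Amygdala RNA from 24 pigs aged 22 days was used, in the 4 groups of the design. The sample labels place 7 pigs in CON_Fe, 6 in CON_Ma, 5 in MPA_Fe and 6 in MPA_Ma, where CON pigs were born to control gilts and MPA pigs to gilts inoculated with PRRSV. These are 13 CON and 11 MPA pigs, where the article speaks of an even split. The authors deposited TPM from kallisto per RefSeq transcript, and all of these transcripts matched the pig annotation of Sscrofa11.1. TPM were summed per gene over 26656 genes, scaled between libraries by a trimmed mean of log ratios and compared as log2(TPM + 1) with limma for the 15571 genes that reached 1 TPM in at least 5 libraries. Log2 fold changes are CON minus MPA, or male minus female for sex, and the interaction estimate is the log2 fold change in males minus that in females. A positive interaction estimate means that CON exceeded MPA by more in males. Because 1 is added before the logarithm, log2 fold changes of genes near 1 TPM are smaller than the ratio of their TPM. Without scaling, the median log2 fold change over all genes was -0.28 for the interaction, 0.11 for CON_Fe-MPA_Fe, -0.17 for CON_Ma-MPA_Ma and -0.22 for MPA_Fe-MPA_Ma, and every value is reported relative to this shift. Between 13940 and 15458 genes reached 1 TPM in each library. TPM carry no read counts, so the depth behind each value is unknown and no counting interval is given. The labels name a single-end run on another instrument and the processing notes a mouse genome build, whereas the article describes paired-end NovaSeq reads and the pig genome.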

### Transcriptome Changes Associated With Maternal Immune Activation That Are Sex-Dependent

Overall, 328 genes exhibited a significant (FDR-adjusted *P* < 0.1) MIA-by-sex interaction effect, and among these, 273 genes had a significant effect at FDR-adjusted *P* < 0.05. 

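LEPR, the leptin receptor, averaged 1.61 ± 0.469 TPM in CON_Fe (SD, n = 7), 2.72 ± 1.70 in MPA_Fe (n = 5), 2.76 ± 1.36 in CON_Ma (n = 6) and 1.48 ± 0.229 in MPA_Ma (n = 6) pigs. Its log2 fold change was -0.42 (standard error 0.23) in females and 0.53 (standard error 0.23) in males, and the interaction estimate of 0.95 (standard error 0.32) fell to 0.42 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4. GPX3, a secreted glutathione peroxidase, had an interaction estimate of 1.62 (standard error 0.74), and 0.94 without CON_Ma 12. In that library GPX3 reached 301 TPM, against at most 41.3 TPM in the other 23. The estimate for C1QTNF1, a secreted protein related to complement C1q, was 0.93 (standard error 0.38), and 0.45 without the same 3 libraries. The lowest adjusted p of the interaction in limma among the named genes was 0.854. At an FDR of 0.1 and of 0.05, 0 of 15571 genes passed in limma, while 622 genes had an unadjusted p under 0.05. The count at an FDR of 0.1 was also 0 with no expression filter (1001 genes at an unadjusted p under 0.05), with the mean TPM above 5 in each group (438), with median-of-ratios scaling (626) and with library quality weights in limma (903). On simulated changes of a log2 size of 0.5, 1, 2 and 3, the same test recovered 22%, 64%, 92% and 100% of 50 changed genes each. Those genes had a median SD within groups of 0.29, against 0.96 for GPX3, so the shares do not apply to genes as variable as this one.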

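Oligodendrocyte, neuron and activity-dependent genes were compared between sexes as lists, with a list score that is the mean over the members of each gene's log2 value minus its mean over all libraries. For 12 genes of pallial glutamatergic neurons, such as NEUROD6 and BHLHE22, the score was 0.22 ± 0.14 in CON_Fe (SD, n = 7), -0.27 ± 0.88 in MPA_Fe (n = 5), -0.34 ± 1.38 in CON_Ma (n = 6) and 0.31 ± 0.31 in MPA_Ma (n = 6) pigs. Of these genes, 11 had a negative interaction estimate (mean -1.14, camera adjusted p = 1.97e-04 with limma's preset correlation, and adjusted p = 0.641 with an estimated correlation). The score's interaction was -0.20 without CON_Ma 13 and MPA_Fe 4, where it was -3.12 and -1.807. Oligodendrocyte genes, which encode myelin proteins, averaged 0.43 over 20 genes (camera adjusted p = 0.0820, and adjusted p = 0.832 with an estimated correlation), and their score's interaction was -0.27 without the same 2 libraries. The 14 genes of the striatum list averaged 0.41 (camera adjusted p = 0.0820, and adjusted p = 0.669 with an estimated correlation), and their score's interaction was 0.63 without the same 2 libraries, 0.15 without CON_Ma 8 and 0.17 without MPA_Fe 2. Immediate early genes, which neurons switch on when active, averaged -0.37 over 13 genes (camera adjusted p = 0.0893, and adjusted p = 0.662 with an estimated correlation), and their score's interaction was -0.01 without these 2 libraries. NR4A3, a nuclear receptor of this list, had log2 fold changes of 0.65 (standard error 0.32) in females and -0.57 (standard error 0.32) in males (limma adjusted p = 0.854 for the interaction, and an estimate of -0.77 against -1.23 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4). Each of these 4 lists had 0 members past an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. Of 27 gene lists, 13 passed an FDR of 0.1 in camera for the interaction and 0 passed with an estimated correlation.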

The profile of these genes indicated that the effect of MIA differed between females and males. Forty-six genes that presented a MIA-by-sex interaction effect are listed in Table 1 together with their expression pattern and *P*-value. 

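Neurotensin (NTS), a neuropeptide, lies on chromosome 5, from 96261299 to 96272947 of Sscrofa11.1. It averaged 5.76 ± 3.77 TPM in CON_Fe (SD, n = 7), 38.4 ± 69.8 in MPA_Fe (n = 5), 30.7 ± 48.0 in CON_Ma (n = 6) and 3.43 ± 2.78 in MPA_Ma (n = 6) pigs. The log2 fold change was -1.15 (standard error 0.82) in females and 1.97 (standard error 0.80) in males, an interaction estimate of 3.12 (standard error 1.14, limma adjusted p = 0.854). The 2 highest libraries were MPA_Fe 4 at 163 TPM and CON_Ma 13 at 127 TPM, followed by CON_Ma 8 at 26.2 TPM. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, the log2 fold changes of NTS were -0.26 in females and 1.75 in males. Among the 42 genes of the paper's Table 1 that were tested, 35 had opposite signs in the sexes, and in 30 of them CON was higher in males and lower in females. Another 3 genes were higher in CON in both sexes and 4 were lower in both. The median size of the interaction estimate was 1.04, with 10 genes at an unadjusted p under 0.05 and 0 at an FDR of 0.1 in limma. CON_Ma 13 and MPA_Fe 4 were the 2 highest libraries for 22 of the 42 genes and the 2 lowest for 4. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, 30 of 41 genes had opposite signs and the median size was 0.55. Without CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6 these were 36 of 42 and 1.15. Without all 7 of these libraries they were 24 of 41 and 0.40, with CON higher in males and lower in females for 17. The genes were chosen by the paper on these libraries, so the tally is not independent evidence.

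**Figure D1:**
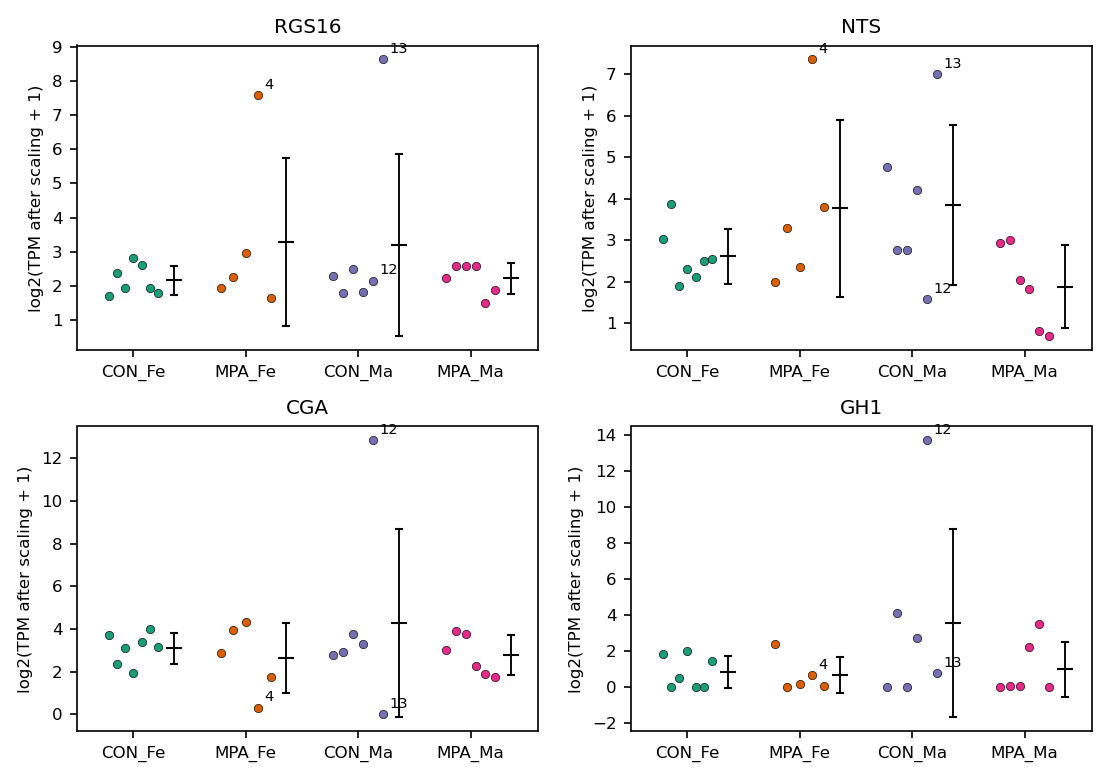
Expression of RGS16, NTS, CGA and GH1 as log2(TPM after scaling + 1) on the vertical axis in the CON_Fe, MPA_Fe, CON_Ma and MPA_Ma groups on the horizontal axis. Each point is 1 library and each bar the group mean ± SD, with CON_Ma 13 and MPA_Fe 4 highest for RGS16 and NTS and CON_Ma 12 highest for CGA and GH1.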

The majority of the genes in Table 1, including neurotensin (NTS), displayed a reversal in the expression level between CON and MPA groups across sexes (i.e., opposite Log_2_[fold change] sign across sexes). An extended list including 328 genes that exhibited a MIA-by-sex interaction effect at FDR-adjusted *P* < 0.1 is provided in Supplementary File S1 Table A.

**TABLE 1:** Genes exhibiting significant (FDR-adjusted P-value < 0.1) maternal immune activation-by-sex interaction effect.

Gene symbol	*P*-value	^a^CON Fe-CON Ma	MPA Fe-MPA Ma	CON Fe-MPA Fe	CON Ma-MPA Ma	CON Fe-MPA Ma	CON Ma-MPA Fe
RGS16	<5E-11	–3.25	2.24	–2.44	3.06	–0.19	0.81
CGA	<5E-11	–5.86	0.36	0.27	6.49	0.63	6.13
POMC	<5E-11	–2.79	0.33	0.06	3.19	0.39	2.86
GPX3	<5E-11	–1.19	0.99	–0.37	1.81	0.63	0.82
RELN	<5E-11	–0.17	0.66	–0.74	0.09	–0.08	–0.57
VIPR2	<5E-11	–1.17	1.04	–1.03	1.18	0.00	0.14
ANKRD34C	<5E-11	–0.77	0.87	–0.71	0.93	0.16	0.06
GBP1	<5E-11	0.92	–0.32	–0.75	–1.99	–1.07	–1.66
GRM4	<5E-11	–0.97	0.91	–0.70	1.17	0.20	0.27
CCDC136	5.3E-09	–0.39	0.43	–0.15	0.67	0.29	0.24
SLC17A6	1.1E-08	–0.40	0.54	–0.16	0.77	0.37	0.23
BTBD11	4.4E-08	–0.62	0.45	–0.40	0.67	0.05	0.22
TTR	5.0E-08	–0.47	0.24	0.29	1.00	0.53	0.76
CACNA2D3	4.8E-07	–0.50	0.44	–0.26	0.68	0.18	0.23
CRHR2	2.8E-06	–0.24	1.09	–0.36	0.97	0.74	–0.12
NDNF	2.8E-06	–0.09	0.88	–0.70	0.27	0.18	–0.61
CXCL12	6.2E-06	–0.41	–0.01	–0.10	0.29	–0.11	0.30
USP43	6.4E-06	–0.64	0.43	–0.34	0.72	0.09	0.29
CCDC17	7.1E-06	0.74	–0.30	0.26	–0.40	0.03	0.12
KCNIP4	7.2E-06	–0.01	0.35	0.11	0.47	0.46	0.11
CAMK2N2	9.6E-06	–0.24	0.16	–0.23	0.18	–0.07	0.01
ALDH1A2	1.4E-05	–1.35	0.50	0.48	2.32	0.98	1.83
GRP	1.5E-05	–0.89	0.73	–0.61	1.02	0.12	0.28
PENK	1.6E-05	–0.10	0.46	–0.04	0.51	0.42	0.06
SYT12	2.9E-05	–0.16	0.32	–0.11	0.37	0.21	0.05
PTH1R	3.7E-05	–0.33	0.52	–0.51	0.34	0.01	–0.18
HBB	6.7E-05	–0.48	0.10	0.12	0.70	0.22	0.60
ESYT1	8.5E-05	–0.47	0.29	–0.27	0.49	0.02	0.20
EFHD1	9.6E-05	–0.31	0.42	–0.37	0.36	0.05	–0.06
BHLHE22	1.0E-04	0.06	–0.59	0.05	–0.61	–0.55	–0.01
ZFP37	1.2E-04	0.60	0.60	–0.19	–0.18	0.41	–0.78
SLC2A2	1.5E-04	0.08	0.50	–0.04	0.38	0.46	–0.12
THRSP	3.1E-04	–0.72	0.51	–1.24	–0.01	–0.73	–0.52
NR4A3	3.3E-04	–0.12	–0.01	–0.08	0.04	–0.08	0.04
LOC396781	4.4E-04	–0.75	1.36	–5.38	–3.27	–4.01	–4.63
C1QTNF1	4.5E-04	–0.37	0.32	–0.23	0.46	0.09	0.14
RAB27A	5.6E-04	–0.97	0.05	–0.25	0.77	–0.20	0.72
NTS	7.9E-04	–1.43	2.81	–1.78	2.47	1.03	–0.35
GVIN1	7.9E-04	0.80	–0.41	–1.01	–2.22	–1.42	–1.81
SSTR1	8.6E-04	0.11	–0.38	0.16	–0.33	–0.22	0.05
CCDC9B	8.8E-04	–0.24	0.35	–0.34	0.25	0.01	–0.10
CCDC33	1.4E-03	0.48	–0.39	0.49	–0.38	0.10	0.01
CCDC162P	1.4E-03	0.11	–0.48	0.36	–0.23	–0.12	0.25
PTH	1.4E-03	–0.03	0.29	–0.68	–0.36	–0.39	–0.65
SYNPO2L	1.5E-03	–0.28	0.59	–0.44	0.43	0.15	–0.16
CHGB	1.8E-03	–0.58	–0.16	0.37	0.79	0.21	0.96

*^*a*^Log_2_[fold change] between two maternal immune activation-sex groups: MPA, PRRSV-induced maternal immune activation; CON, control; Fe, females; Ma, males.*

Another frequent pattern among the genes that displayed a MIA-by-sex interaction effect was characterized by a consistent expression profile between CON and MPA across sexes, albeit the magnitude differed between sexes (Table 1). For example, glycoprotein hormones, alpha polypeptide (CGA) was over-expressed in CON relative to MPA, but the differential was higher in males than in females. 

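CGA encodes the alpha subunit shared by the glycoprotein hormones of the pituitary and lies on chromosome 1, from 55552675 to 55569057 of Sscrofa11.1. It averaged 8.40 ± 4.26 TPM in CON_Fe (SD, n = 7), 8.53 ± 8.04 in MPA_Fe (n = 5), 1232 ± 3002 in CON_Ma (n = 6) and 7.04 ± 5.04 in MPA_Ma (n = 6) pigs. The CON_Ma 12 library held 7359 TPM, and the highest of the other 23 libraries held 19.0 TPM. The log2 fold change was 0.44 (standard error 1.32) in females and 1.503 (standard error 1.30) in males, and the interaction estimate was 1.06 (standard error 1.85, limma adjusted p = 0.930). Without CON_Ma 12, the log2 fold change in males was -0.21 (standard error 0.68) and the interaction estimate -0.65. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4 the value in males was 0.42 (standard error 0.51), so its sign depended on which libraries were left out.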

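GBP1, an interferon-induced GTPase, averaged 13.7 ± 22.8 TPM in CON_Fe (SD, n = 7), 10.8 ± 6.62 in MPA_Fe (n = 5), 5.58 ± 1.72 in CON_Ma (n = 6) and 19.3 ± 18.9 in MPA_Ma (n = 6) pigs. Its log2 fold change was -0.31 (standard error 0.70) in females and -0.93 (standard error 0.69) in males, and the limma adjusted p of the interaction was 0.919. In females the mean TPM was higher in CON, where CON_Fe 4 held 65.2 TPM, and without that library the log2 value in females was -0.81 and the interaction estimate -0.12, against -0.62 with it. ALDH1A2, which makes retinoic acid, did not reach 1 TPM in 5 libraries and was not tested. It averaged 4.42 ± 8.79 TPM in CON_Ma pigs, where CON_Ma 12 held 22.2 TPM, and 0.393 ± 0.250 in MPA_Ma pigs. HBB, a globin of red blood cells, averaged 3481 ± 2594 TPM in CON_Fe, 3285 ± 1179.8 in MPA_Fe, 6507 ± 3854 in CON_Ma and 2556 ± 1569.7 in MPA_Ma pigs. Its log2 fold changes were -0.20 (standard error 0.60) in females and 1.20 (standard error 0.59) in males (limma adjusted p = 0.854 for the interaction). All 4 tested genes of the red blood cell list had a positive interaction estimate (mean 0.86, camera adjusted p = 0.0820, and adjusted p = 0.662 with an estimated correlation), with 0 of them past an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. BHLHE22, a transcription factor of cortical excitatory neurons, had log2 fold changes of 0.75 (standard error 0.71) in females and -1.16 (standard error 0.70) in males. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4 these were 0.23 and -0.60.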

Other genes presenting this pattern included guanylate-binding protein 1 (GBP1), transthyretin (TTR), aldehyde dehydrogenase 1 family member A2 (ALDH1A2), hemoglobin subunit beta (HBB), and basic helix-loop-helix family member e22 (BHLHE22).

Notable is the significant MIA-by-sex interaction effect on genes associated with neuropeptides and hormones, and genes that participate in glutamatergic processes. 

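POMC, the precursor of corticotropin and the melanocortins, averaged 22.5 ± 6.56 TPM in CON_Fe (SD, n = 7), 24.1 ± 8.77 in MPA_Fe (n = 5), 303 ± 688 in CON_Ma (n = 6) and 17.1 ± 3.87 in MPA_Ma (n = 6) pigs. Its interaction estimate was 1.42 (standard error 1.030, limma adjusted p = 0.854), and 0.38 without CON_Ma 12, where POMC reached 1707 TPM. Of 29 tested genes for neuropeptide and hormone precursors, 18 had a positive and 11 a negative interaction estimate (camera adjusted p = 0.305). Their score's interaction was 0.26, with 0.04 without CON_Ma 12 and 0.61 (standard error 0.31) without CON_Ma 13 and MPA_Fe 4. Of 29 genes for glutamate receptors and transporters, 21 had a negative estimate (mean -0.15, camera adjusted p = 0.117). The interaction of this list's score was -0.08 (standard error 0.11) without CON_Ma 13 and MPA_Fe 4. The list of 21 genes for GABA receptors and synthesis averaged 0.05 (camera adjusted p = 0.699). The 17 genes of GABAergic neurons averaged -0.26 (camera adjusted p = 0.519, and adjusted p = 0.838 with an estimated correlation). Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4 their direction was opposite (camera adjusted p = 0.00974). That value uses the preset correlation of 0.01, and the correlation estimated over all libraries was 0.23. Hypothalamic markers, of which 5 of 12 were tested, averaged 0.49 (camera adjusted p = 0.141), and 0.14 without CON_Ma 13 and MPA_Fe 4, which had the scores 0.81 and 1.025. In each of these 5 lists, 0 genes passed an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone.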

Genes under-expressed in MPA relative to CON males while presenting the opposite pattern in females (Table 1) included NTS, the neuropeptide gene proenkephalin (PENK), the neuropeptide gene gastrin-releasing peptide (GRP), the neuropeptide-related gene vasoactive intestinal peptide receptor 2 (VIPR2), corticotropin releasing hormone receptor 2 (CRHR2), neuron-derived neurotrophic factor (NDNF), reelin (RELN), glutamate metabotropic receptor 4 (GRM4), solute carrier family 17 member 6 (SLC17A6), calcium voltage-gated channel auxiliary subunit alpha 2 delta 3 (CACNA2D3), EF-hand domain family member D1 (EFHD1), glutathione peroxidase 3 (GPX3), parathyroid hormone 1 receptor (PTH1R), thyroid hormone responsive (THRSP), and CGA. 

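VIPR2, a receptor for vasoactive intestinal peptide, averaged 1.11 ± 0.349 TPM in CON_Fe (SD, n = 7), 3.78 ± 4.06 in MPA_Fe (n = 5), 4.58 ± 5.96 in CON_Ma (n = 6) and 1.12 ± 0.424 in MPA_Ma (n = 6) pigs. Its log2 fold change was -0.85 (standard error 0.43) in females and 0.95 (standard error 0.42) in males, with an interaction estimate of 1.80 (standard error 0.60, limma adjusted p = 0.854) that fell to 0.97 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4. RGS16, a regulator of G protein signalling on chromosome 9, from 123913179 to 123919119 of Sscrofa11.1, averaged 3.67 ± 1.45 TPM in CON_Fe, 41.2 ± 83.4 in MPA_Fe, 68.5 ± 159 in CON_Ma and 3.85 ± 1.38 in MPA_Ma pigs. It held 394 TPM in CON_Ma 13 and 190.3 TPM in MPA_Fe 4, against at most 6.84 TPM elsewhere, and its interaction estimate went from 2.09 (standard error 1.35) to -0.08 without the same 3 libraries. SLC17A6, the vesicular glutamate transporter of thalamic neurons, held 164 and 92.3 TPM in CON_Ma 13 and MPA_Fe 4 and at most 38.2 TPM in the others. Without the 3 libraries, the interaction estimates went from 0.90 to 0.15 for SLC17A6, from 1.16 to 0.52 for the stress peptide receptor CRHR2, from 1.05 to 0.55 for the calcium channel subunit CACNA2D3 and from 0.96 to 0.48 for the extracellular protein RELN. They changed sign for GRP, from 0.58 to -0.75, and for EFHD1, from 0.58 to -0.06. The neurotrophic factor NDNF went from 0.85 (standard error 0.48) to 0.66. PENK, the enkephalin precursor, averaged 191 ± 149.8 TPM in CON_Fe, 198 ± 185 in MPA_Fe, 249 ± 307 in CON_Ma and 105.8 ± 59.1 in MPA_Ma pigs, and its estimate rose from 0.59 (standard error 0.86) to 1.63. It was lowest in CON_Ma 13 and highest in CON_Ma 8, followed by CON_Fe 2. The striatum scores of CON_Ma 8 and CON_Fe 2 were 1.46 and 1.01.

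Of 13 tested genes of the thalamus list, 12 had a positive interaction estimate (mean 0.99, camera adjusted p = 2.88e-04, and adjusted p = 0.641 with an estimated correlation), with 0 past an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. RGS16, SLC17A6, LHX9 and RORA are 4 of the 14 genes of this list and are also named by the paper. The score was -0.20 ± 0.06 in CON_Fe, 0.30 ± 1.02 in MPA_Fe, 0.23 ± 1.193 in CON_Ma and -0.25 ± 0.16 in MPA_Ma pigs, and its interaction was 0.05 without CON_Ma 13 and MPA_Fe 4.

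**Figure D2:**
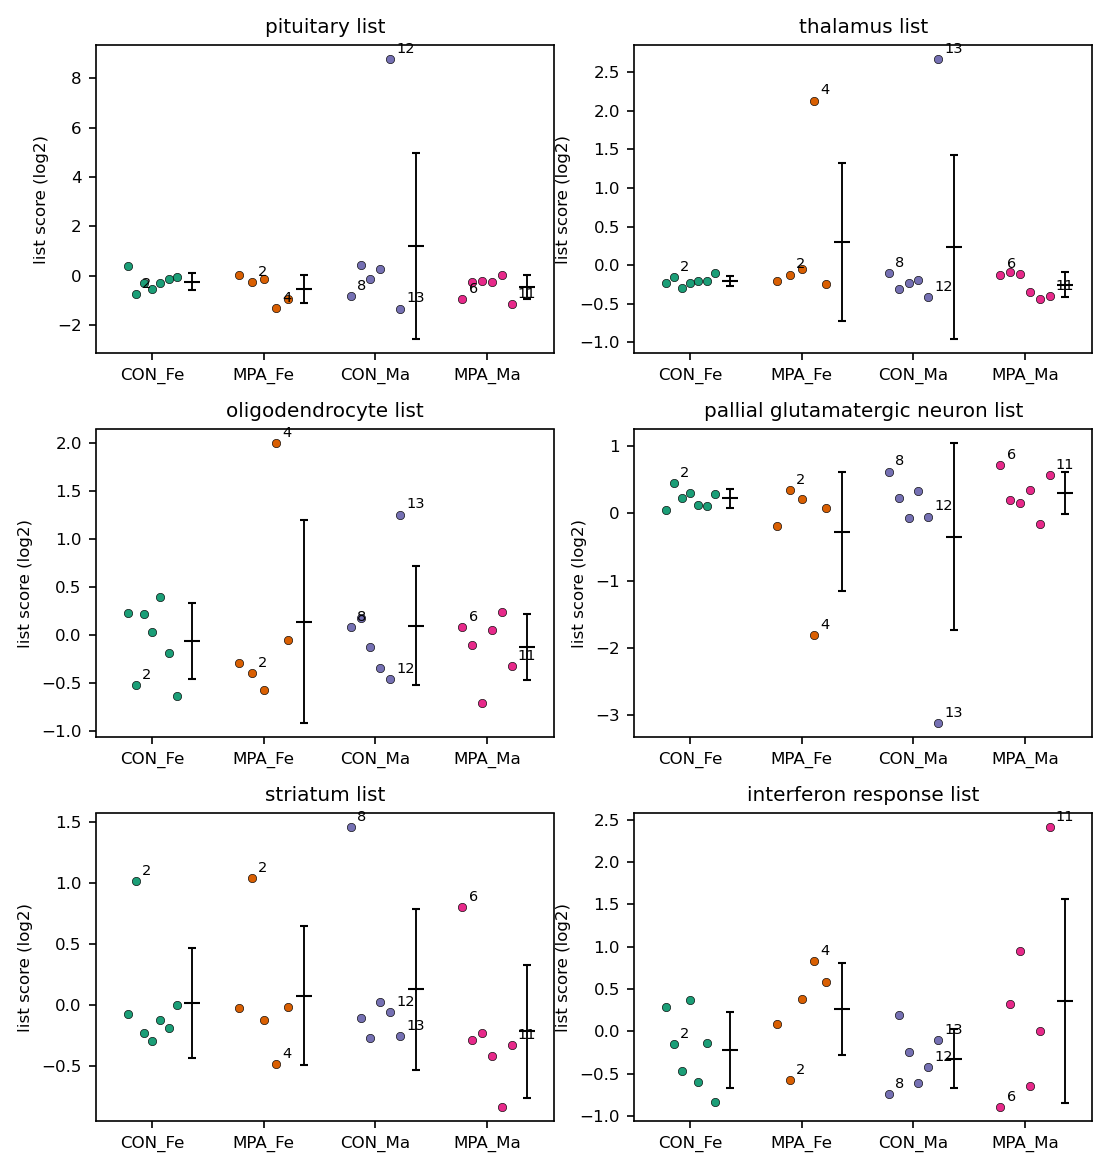
List scores (log2, vertical axis) of the pituitary, thalamus, oligodendrocyte, pallial glutamatergic neuron, striatum and interferon response lists in the CON_Fe, MPA_Fe, CON_Ma and MPA_Ma groups (horizontal axis). Points are libraries and bars the mean ± SD, with CON_Ma 13 and MPA_Fe 4 at thalamus scores of 2.66 and 2.13 and CON_Ma 12 at a pituitary score of 8.76.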

The CGA gene codes for the alpha subunit protein of the hormones chorionic gonadotropin (CG), luteinizing hormone (LH), follicle-stimulating hormone (FSH), and thyroid-stimulating hormone (TSH).

### Functional and Network Analysis of Genes That Exhibit Sex-Dependent Associations With Maternal Immune Activation

The genes expressing significant MIA-by-sex interaction effects were analyzed for functional enrichment. 

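HRH3, a histamine receptor that limits transmitter release, averaged 35.3 ± 20.4 TPM in CON_Fe (SD, n = 7), 52.7 ± 29.1 in MPA_Fe (n = 5), 55.3 ± 56.8 in CON_Ma (n = 6) and 27.3 ± 13.2 in MPA_Ma (n = 6) pigs. Its CON_Fe-CON_Ma log2 fold change was -0.30 (standard error 0.44) and its MPA_Fe-MPA_Ma log2 fold change 0.89 (standard error 0.48), with limma adjusted p of 1.00 and 0.924. In males, the HRH3 difference between CON_Ma and MPA_Ma went from 0.63 to 0.22 without CON_Ma 13. CAMK2N2, an inhibitor of the kinase CaMKII, had values of -0.53 (standard error 0.43) and 0.57 (standard error 0.47) for the same comparisons. SSTR1, a somatostatin receptor, ran the other way, at 0.30 (standard error 0.31) and -0.82 (standard error 0.34). CON_Ma 13 was the highest library for CAMK2N2, followed by MPA_Fe 4, and was the lowest for SSTR1. Its low SSTR1 level raises the CON_Fe-CON_Ma log2 fold change of SSTR1, whose size and sign without CON_Ma 13 are not given here. At an FDR of 0.1 in limma, 14 genes differed between CON_Fe and CON_Ma pigs (192 at an unadjusted p under 0.05) and 13 between MPA_Fe and MPA_Ma pigs (624 at an unadjusted p under 0.05). Of these, 12 in each comparison lie on chromosome Y, and the others are the X-linked EIF2S3 in both and TXLNG in CON pigs. With the mean TPM above 5 in each group, which removes Y-linked genes, the counts were 0 (77 at an unadjusted p under 0.05) and 1 (478).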

Table 2 presents the clusters of most enriched and informative categories from the DAVID analysis, and the complete list of categories is in Supplementary File S1 Table B. The categories in Table 2 encompass genes presenting the most frequent interaction profile characterized by under-expression in CON females relative to males but over-expression in MPA females relative to males. These genes include KEGG Autoimmune thyroid disease (Cluster 1) and BP brain development (GO:0007420) (Cluster 4).

**TABLE 2:** Most enriched DAVID clusters and supporting functional categories (enrichment score ES > 1.3) among the genes presenting significant maternal immune activation-by-sex interaction effect.

^a^Category	Category identifier and name	*P*-value	^b^FDR *P*-value
**Cluster 1**	**ES = 2.74**		
KEGG	ssc05320:Autoimmune thyroid disease	2.90E-06	4.50E-04
BP	GO:000250∼Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II	1.90E-03	3.40E-01
KEGG	ssc04514:Cell-adhesion molecules (CAMs)	2.30E-03	3.20E-02
KEGG	ssc05323:Rheumatoid arthritis	4.80E-03	5.60E-02
KEGG	ssc05164:Influenza A	2.00E-02	1.70E-01
**Cluster 2**	**ES = 1.9**		
BP	GO:0051050∼Positive regulation of transport	4.40E-03	3.50E-01
BP	GO:0051049∼Regulation of transport	4.50E-03	3.20E-01
BP	GO:0050801∼Ion homeostasis	1.30E-02	3.60E-01
BP	GO:0048878∼Chemical homeostasis	2.80E-02	4.80E-01
BP	GO:0030001∼Metal ion transport	4.50E-02	5.70E-01
**Cluster 3**	**ES = 1.75**		
BP	GO:0048871∼Multicellular organismal homeostasis	2.00E-04	3.70E-01
**Cluster 4**	**ES = 1.69**		
BP	GO:0061564∼Axon development	6.40E-05	1.70E-01
BP	GO:0007420∼Brain development	1.30E-03	3.10E-01

*^*a*^BP, biological process; KEGG, KEGG pathway. ^*b*^False discovery rate adjusted P-value.*

Enrichment results from GSEA complemented the findings from DAVID. Highly enriched informative categories among genes that have a MIA-by-sex interaction effect are presented in Table 3, and the extended list of categories is presented in Supplementary File S1 Table C. The categories in Table 3 support pathways in Table 2 including ion homeostasis (Table 2) and regulation of voltage-gated calcium channel activity processes (Table 3). Notably, the enrichment of the neuroactive ligand receptor interaction pathway and the hormone and neuropeptide activity processes include genes such as CGA and VIPR2 that were identified in Table 1.

**TABLE 3:** Enriched informative categories (NES > |1.3|) using GSEA among the genes based on the overall maternal immune activation-by-sex interaction.

^a^Category	Category identifier and name	^b^NES	*P*-value	^*c*^FDR *P*-value
KEGG	ssc04080:Neuroactive ligand receptor interaction	−1.84	<1.0E-10	8.3E-02
KEGG	ssc04912:GnRH signaling pathway	−1.83	<1.0E-10	9.9E-02
MF	GO:0005179∼Hormone activity	−1.80	<1.0E-10	2.2E-01
BP	GO:0006970∼Response to osmotic stress	−1.79	<1.0E-10	3.5E-01
BP	GO:0019221∼Cytokine mediated signaling pathway	−1.33	9.1E-02	5.4E-01
BP	GO:1901385∼Regulation of voltage gated calcium channel activity	−1.37	1.2E-01	5.4E-01
KEGG	ssc04020:Calcium signaling pathway	−1.34	1.2E-01	5.4E-01
BP	GO:0085029∼Extracellular matrix assembly	−1.31	1.8E-01	5.5E-01

*^*a*^MF, molecular function; KEGG, KEGG pathway; BP, biological process. ^*b*^Normalized enrichment score; negative values indicate genes under-expression in CON females relative to males but over-expression in MPA females relative to males. ^*c*^False discovery rate adjusted P-value.*

Network visualization furthered the understanding of the impact of MIA on the relationships among genes that exhibited a significant MIA-by-sex interaction effect. The networks in Figures 1, 2 depict the relationships between genes in the enriched neuroactive ligand receptor pathway that highlight the differential expression between CON and MPA in males and females (i.e., CON_Ma-MPA_Ma and CON_Fe-MPA_Fe contrasts), respectively. Red and blue rectangular nodes represent framework genes, and edges represent the known associations between genes based on curated databases of molecular interactions. Red and blue nodes denote over- or under-expression of the gene in CON relative to MPA, and the size is an inverse logarithmic function of the differential expression *P*-value. The simultaneous study of the differential expression pattern and connectivity among genes highlights the discrepancy in network modules elicited by MIA between the sexes.

**FIGURE 1:**
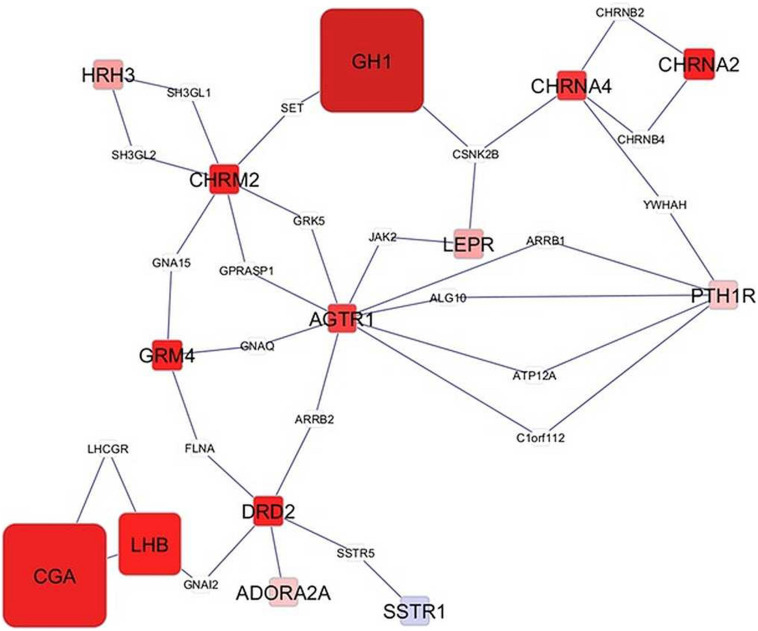
Network of genes differentially expressed in the amygdala of males (Ma) from control (CON) relative to maternal immune activation (MPA) (contrast between CON_Ma and MPA_Ma). Framework square node color: red and blue denote framework genes over- and under-expressed in CON relative to MPA pigs, respectively; framework node size: -Log_10_[*P*-value]; other genes connecting framework nodes were not differentially expressed in this study.

**FIGURE 2:**
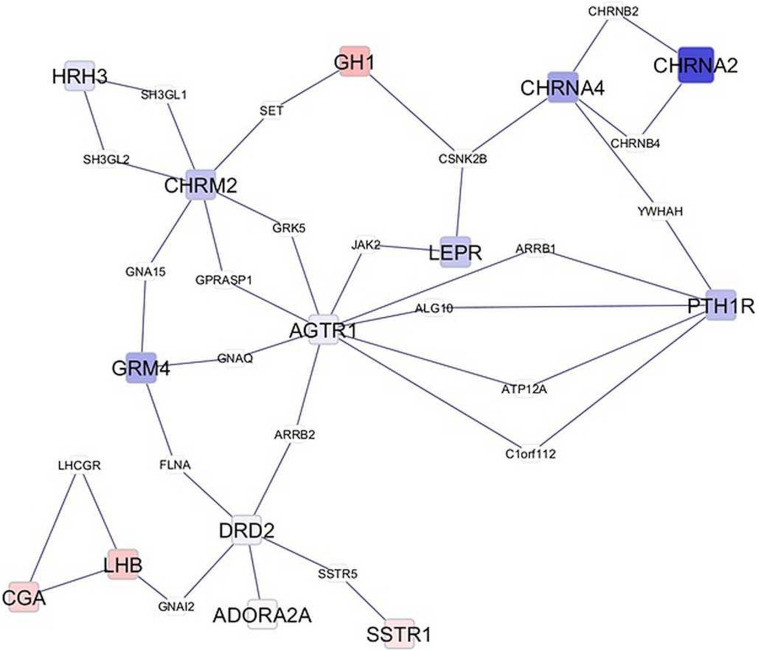
Network of genes differentially expressed in the amygdala of females (Fe) from control (CON) relative to maternal immune activation (MPA) (contrast between CON_Fe and MPA_Fe). Framework square node color: red and blue denote framework genes over- and under-expressed in CON relative to MPA pigs, respectively; framework node size: -Log_10_[*P*-value]; other genes connecting framework nodes were not differentially expressed in this study.

### Transcriptome Changes Associated With Maternal Immune Activation

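TSPO, a mitochondrial membrane protein used as a marker of glial activation, averaged 12.3 ± 3.272 TPM in CON_Fe (SD, n = 7), 9.72 ± 3.97 in MPA_Fe (n = 5), 14.9 ± 3.20 in CON_Ma (n = 6) and 12.5 ± 5.92 in MPA_Ma (n = 6) pigs, a MIA log2 fold change of 0.33 (standard error 0.19, limma adjusted p = 1.00). CCDC17, a coiled-coil protein, averaged 1.14 ± 1.23 TPM in CON_Fe, 1.40 ± 1.26 in MPA_Fe, 0.296 ± 0.122 in CON_Ma and 2.57 ± 1.73 in MPA_Ma pigs, a MIA log2 fold change of -0.78 (standard error 0.24, limma adjusted p = 1.00). Over both sexes, 0 of 15571 genes passed an FDR of 0.1 for MIA in limma, and 246 had an unadjusted p under 0.05. The count was also 0 without an expression filter, with median-of-ratios scaling and with library quality weights. With the library number as a block, 2 genes passed in limma (1801 at an unadjusted p under 0.05). These were CST6, an inhibitor of cysteine proteases, with a log2 fold change of 0.85 (standard error 0.10, limma adjusted p = 0.0696), and CENPX, a kinetochore protein, with 0.63 (standard error 0.08, limma adjusted p = 0.0829), both named after their values were seen. Within females 0 genes passed (209 at an unadjusted p under 0.05) and within males 0 (658). On simulated changes of a log2 size of 0.5, 1 and 2, limma recovered 68%, 90% and 98% of 50 changed genes each for MIA. The changed genes had a median SD within groups of 0.29, so the shares do not apply to more variable genes.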

Overall, genes exhibited differential (FDR-adjusted *P* < 0.1) expression between MPA and CON pigs, irrespective of sex. 

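PAQR6, a membrane progestin receptor, averaged 107 ± 29.1 TPM in CON_Fe (SD, n = 7), 221 ± 187 in MPA_Fe (n = 5), 177 ± 139 in CON_Ma (n = 6) and 104 ± 28.2 in MPA_Ma (n = 6) pigs. Its log2 fold change was -0.74 (standard error 0.40) in females and 0.53 (standard error 0.40) in males, and the mean of the sexes was -0.10 (standard error 0.28, limma adjusted p = 1.00). Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, the values were -0.33 in females and 0.34 in males. RGS8, a regulator of G protein signalling, had log2 fold changes of -0.39 (standard error 0.45) in females and 0.30 (standard error 0.44) in males, which were 0.11 and -0.18 without these libraries. PLEKHD1, a protein with a lipid-binding domain, had -0.54 (standard error 0.39) in females and 0.34 (standard error 0.38) in males, and -0.11 and -0.08 without the same libraries. Of the 161 genes of the paper's list for MIA, 139 were tested. The MIA log2 fold change was negative, with MPA above CON, for 78 of them and positive for 61 as a mean over both sexes, for 109 and 30 in females alone and for 36 and 103 in males alone. The values in the paper's table have the sign found here in females for all 139, and in males for 36. At an unadjusted p under 0.05 there were 16, and 0 passed an FDR of 0.1 in limma. TACC1, given in the paper's Table 4, was absent from the copy of the list and is not in the tally. The list was chosen by the paper on these libraries, so the tally is not independent evidence.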

Table 4 lists notable highly differentially expressed genes, and the complete list is in Supplementary File S1 Table D. The majority of these genes were over-expressed in MPA relative to CON pigs. Among the genes over-expressed in MPA compared to CON pigs were islet amyloid polypeptide (IAPP), ankyrin repeat domain 24 (ANKRD24), interferon-induced transmembrane protein 1 (IFITM1) and 3 (IFITM3), cathepsin C (CTSC), mitogen-activated protein kinase kinase 7 (MAP2K7), heparan sulfate-glucosamine 3-sulfotransferase 5 (HS3ST5), secreted phosphoprotein 1 (SPP1), immunoglobulin heavy chain (IGHG), and transforming acidic coiled-coil-containing protein 1 (TACC1). 

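The immunoglobulin heavy chain gene LOC396781 averaged 0.552 ± 0.505 TPM in CON_Fe (SD, n = 7), 14.6 ± 30.0 in MPA_Fe (n = 5), 0.855 ± 0.884 in CON_Ma (n = 6) and 6.33 ± 8.49 in MPA_Ma (n = 6) pigs. The highest libraries were MPA_Fe 3 at 68.2 TPM, MPA_Ma 7 at 21.4 TPM and MPA_Ma 8 at 11.4 TPM. Its MIA log2 fold change was -1.38 (standard error 0.53, limma adjusted p = 1.00). The value in females was -1.52, which MPA_Fe 3 makes larger, and its size without that library is not given here. In males, a comparison without MPA_Fe 3, it was -1.25. The 7 tested genes of the lymphocyte and plasma cell list averaged -0.16 with a median of -0.03, 3 of them higher in CON and 4 in MPA (camera adjusted p = 0.0779, and adjusted p = 0.591 with an estimated correlation), and 0 passed an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. IAPP, the amylin precursor, was not tested because it reached 1 TPM in fewer than 5 libraries. It held 10.6 TPM in MPA_Fe 4 and at most 1.09 TPM in the other 23 libraries. For the junction protein ANKRD24, the kinase MAP2K7, the heparan sulfate enzyme HS3ST5 and the secreted protein SPP1, the CON_Fe-MPA_Fe log2 fold changes were -0.49 (standard error 0.41), -0.38 (standard error 0.30), -0.54 (standard error 0.47) and -0.49 (standard error 0.42). The CON_Ma-MPA_Ma values had the opposite sign, at 0.56, 0.42, 0.54 and 0.28, and the MIA log2 fold changes were 0.04, 0.02, -0.00 and -0.10 (limma adjusted p = 1.00 for each). Without MPA_Fe 4, the values in females were -0.10, 0.00, 0.03 and 0.03. In males, CON_Ma 13 was the highest CON_Ma library for ANKRD24, MAP2K7 and HS3ST5. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, the MIA log2 fold changes were 0.03, 0.11, 0.07 and -0.07 in the same order.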

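IGF2, a growth factor that the meninges and choroid plexus express, averaged 11.5 ± 22.1 TPM in CON_Fe (SD, n = 7), 5.64 ± 4.23 in MPA_Fe (n = 5), 13.3 ± 12.3 in CON_Ma (n = 6) and 4.32 ± 3.92 in MPA_Ma (n = 6) pigs. It held 61.5 TPM in CON_Fe 4, 34.7 TPM in CON_Ma 9 and 19.3 TPM in CON_Ma 12. The MIA log2 fold change was 0.68 (standard error 0.49, limma adjusted p = 1.00), and 0.39 without CON_Fe 4. ISLR, a protein of meningeal fibroblasts, had a MIA log2 fold change of 0.49 (standard error 0.37, limma adjusted p = 1.00), and 0.32 without CON_Fe 4. Of 15 tested genes of the meninges and fibroblast list, which holds IGF2, ISLR and CRABP2, 14 were higher in CON (mean 0.35, camera adjusted p = 7.09e-04, and adjusted p = 0.591 with an estimated correlation). Its score was highest in CON_Fe 4, at 2.11, and CON_Ma 9, at 1.87, against -0.02 ± 0.96 in CON_Fe, -0.20 ± 0.48 in MPA_Fe, 0.36 ± 0.96 in CON_Ma and -0.17 ± 0.36 in MPA_Ma pigs, and the MIA difference of the score was 0.18 without CON_Fe 4 and 0.20 without CON_Ma 9. Over all genes 0 members passed an FDR of 0.1 in limma, and 0 adjusted over the list alone.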

Among the genes under-expressed in MPA relative to CON pigs are insulin-like growth factor 2 (IGF2), cellular retinoic acid-binding protein 2 (CRABP2), and aldehyde dehydrogenase 1 family member A1 (ALDH1A1).

**TABLE 4:** Representative genes differentially expressed (FDR-adjusted *P*-value < 0.1) between pigs from control (CON) relative to PRRSV-treated (MPA) gilts.

Gene symbol	Gene name	^a^CON-MPA	*P*-value	^b^FDR *P*-value
IGHG	IgG heavy chain	–4.74	1.1E-31	<1.0E-10
IFITM3	Interferon induced transmembrane prot 3	–1.27	7.6E-11	6.2E-08
IGF2	Insulin-like growth factor 2	1.28	8.1E-07	2.7E-04
PAQR6	Progestin and adipoQ receptor family member 6	–1.02	1.9E-06	5.6E-04
RGS8	Regulator of G protein signaling 8	–0.88	8.6E-06	2.0E-03
NDNF	Neuron-derived neurotrophic factor	–1.27	1.5E-05	3.3E-03
HS3ST5	Heparan sulfate-glucosamine 3-sulfotransferase 5	–1.24	3.5E-05	6.8E-03
CTSC	Cathepsin C	–1.03	4.1E-05	7.7E-03
SPP1	Secreted phosphoprotein 1	–0.89	4.1E-05	7.7E-03
TACC1	Transforming acidic coiled-coil-containing protein 1	–1.55	5.5E-05	9.7E-03
IFITM1	Interferon induced transmembrane prot 1	–1.15	7.4E-05	1.2E-02
ALDH1A1	Aldehyde dehydrogenase 1 fam mem A1	0.79	9.7E-05	1.5E-02
PLEKHD1	Pleckstrin homology coiled-coil domain-containing D1	–0.99	5.6E-04	6.5E-02
HERC5	HECT and RLD domain-containing E3 ubiquitin ligase 5	–1.05	5.7E-04	6.6E-02
IAPP	Islet amyloid polypeptide	–1.36	7.0E-04	7.7E-02
ISLR	Immunoglobulin superfamily contain leucine rich repeat	1.13	8.3E-04	8.5E-02
ANKRD24	Ankyrin repeat domain 24	–0.73	8.7E-04	8.9E-02
MAP2K7	Mitogen-activated protein kinase kinase 7	–0.64	9.9E-04	1.0E-01

*^*a*^Log_2_[fold change] between CON and MPA pigs. ^*b*^False discovery rate adjusted P-value.*

### Functional Analysis of Genes Associated With Maternal Immune Activation

Table 5 presents the top significant clusters of informative enriched categories from the DAVID analysis of genes differentially expressed between MPA and CON groups across sexes (the extended list of categories is presented in Supplementary File S1 Table E). Some categories identified by the DAVID analysis are consistent with the categories detected at more significant levels among the genes presenting an MIA-by-sex interaction effect (Table 2) and include the BP angiogenesis (GO:0001525) and KEGG autoimmune thyroid disease and Epstein–Barr virus infection pathways (Table 5). Also enriched (Supplementary File S1 Table E) were the BP homeostatic (GO:0042592), MF ion binding (GO:0043167), and BP anatomical structure formation in morphogenesis (GO:0048646).

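For 15 genes of MHC class I antigen presentation, such as the SLA class I genes, B2M and TAP1, the list score was -0.14 ± 0.55 in CON_Fe (SD, n = 7), 0.23 ± 0.51 in MPA_Fe (n = 5), -0.29 ± 0.26 in CON_Ma (n = 6) and 0.25 ± 0.94 in MPA_Ma (n = 6) pigs. All 15 were higher in MPA than in CON (mean MIA log2 fold change -0.46, camera adjusted p = 1.73e-11, and adjusted p = 0.381 with an estimated correlation). Over all genes 0 passed an FDR of 0.1 in limma, and 1 did adjusted over the list alone. Permuting the MIA labels within sex gave a permutation p of 0.0797 for the score (adjusted p = 0.756 over 27 lists). The MIA difference of the score was -0.37 with a permutation p of 0.148 without MPA_Ma 11 and -0.34 with a permutation p of 0.156 without MPA_Ma 8. Of 8 genes of MHC class II, 7 were higher in MPA (mean -0.53, camera adjusted p = 0.00350, and adjusted p = 0.591 with an estimated correlation), with scores of -0.24 ± 0.85 in CON_Fe, -0.12 ± 0.95 in MPA_Fe, -0.28 ± 0.70 in CON_Ma and 0.66 ± 1.66 in MPA_Ma pigs, and 0 passed over all genes and 0 adjusted over the list alone. The score reached 3.43 in MPA_Ma 8, and without that library the MIA difference was -0.25 with a permutation p of 0.503. The 12 endothelial and mural cell genes, from the vessels that angiogenesis forms, had a mean MIA log2 fold change of 0.01 and a median of -0.02 (camera adjusted p = 0.978, in the direction of MPA). For the interaction, 11 of these 12 had a positive estimate (mean 0.45, camera adjusted p = 0.00610, and adjusted p = 0.662 with an estimated correlation), with a mean of 0.12 without CON_Ma 13 and MPA_Fe 4, and 0 passed in limma over all genes and 0 adjusted over the list alone.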

**TABLE 5:** Clusters of enriched functional categories (enrichment score ES > 1.3) among the genes presenting significant maternal immune activation effect, and representative categories identified using DAVID.

^a^Category	Category identifier and name	*P*-value	^b^FDR *P*-value

Cluster 1	ES = 1.51		
BP	GO:0048646∼anatomic structure formation in morphogenesis	3.7E-03	9.7E-01
BP	GO:0001525∼angiogenesis	8.4E-02	9.8E-01

**Cluster 2**	**ES = 1.40**		

KEGG	ssc05330:Allograft rejection	1.7E-02	8.0E-01
KEGG	ssc05169:Epstein–Barr virus infection	2.3E-02	6.7E-01
KEGG	ssc05320:Autoimmune thyroid disease	3.0E-02	6.1E-01

*^*a*^BP, biological process; KEGG, KEGG pathway. ^*b*^False discovery rate adjusted P-value.*

The GSEA enrichment results within the gene expression patterns of CON relative to MPA groups complemented the findings from DAVID. 

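Motile cilia genes, which encode dynein arms, radial spokes and other parts of the axoneme of ependymal cells, were compared as a list of 55 tested genes. The list score was 0.29 ± 0.70 in CON_Fe (SD, n = 7), -0.23 ± 0.72 in MPA_Fe (n = 5), -0.23 ± 0.84 in CON_Ma (n = 6) and 0.09 ± 0.67 in MPA_Ma (n = 6) pigs. For MIA, 49 of the 55 genes were higher in CON, with a mean log2 fold change of 0.10 (camera adjusted p = 0.0774, and adjusted p = 0.983 with an estimated correlation). The score's difference was -0.02 without CON_Ma 10 and -0.02 without MPA_Fe 4, of the opposite sign. It rose to 0.22 without MPA_Fe 3, 0.21 without CON_Ma 13 and 0.19 without CON_Fe 2. The sexes differed in sign. In females 54 genes were higher in CON (mean 0.51, camera adjusted p = 4.53e-15, and adjusted p = 0.660 with an estimated correlation), whereas in males 53 were higher in MPA (mean -0.32, camera adjusted p = 7.01e-05, and adjusted p = 0.674 with an estimated correlation). The interaction averaged -0.83 (camera adjusted p = 1.42e-13, and adjusted p = 0.641 with an estimated correlation), and -0.39 without CON_Ma 13 and MPA_Fe 4. Without these 2 libraries the values in females and males were 0.29 and -0.10, and with 1 library left out the value in males lay between -0.10, without CON_Ma 13, and -0.55, without CON_Ma 10. Permuting MIA within sex gave a permutation p of 0.171 for the interaction of the score. With the scaling factor as a covariate, chosen after the data were seen, the score's interaction was 0.12 (standard error 0.43), with 0.16 (standard error 0.29) in females and 0.28 (standard error 0.30) in males. In limma, 0 of the 55 genes passed an FDR of 0.1 over all genes and 0 adjusted over the list alone, for MIA and for the interaction, and 1 passed in males adjusted over the list alone. CCDC33, a protein of cilia, averaged 3.49 ± 2.04 TPM in CON_Fe, 2.07 ± 2.11 in MPA_Fe, 1.76 ± 2.08 in CON_Ma and 2.89 ± 2.48 in MPA_Ma pigs, and its interaction estimate went from -1.186 (standard error 0.73) to -0.55 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4.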

The most informative enriched categories are presented in Table 6, and the extended list of categories is presented in Supplementary File S1 Table F. Enriched clusters of genes over-expressed in CON relative to MPA detected by GSEA were the BP enrichment of microtubule bundle formation (GO:0001578) and cilium morphogenesis (GO:0060271).

**TABLE 6:** Enriched informative categories (NES > |1.3|) among the genes differentially expressed between pigs from the control relative to the maternal immune activation group using GSEA.

^a^Category	Category identifier and name	^b^NES	*P*-value	^*c*^FDR *P*-value
BP	GO:0001578∼Microtubule bundle formation	2.03	<1.0E-10	<1.0E-08
BP	GO:0060271∼Cilium morphogenesis	2.01	<1.0E-10	<1.0E-08
BP	GO:0044782∼Cilium organization	1.97	<1.0E-10	<1.0E-08
BP	GO:0035082∼Axoneme assembly	1.94	<1.0E-10	1.8E-04
BP	GO:0003341∼Cilium movement	1.94	<1.0E-10	1.4E-04

*^*a*^BP, biological process. ^*b*^Normalized enrichment score, positive values refer to genes under-expressed in maternal immune activated relative to control pigs. ^*c*^False discovery rate adjusted P-value.*

### Transcriptome Differences Between Sexes Independent of Maternal Immune Activation

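EIF2S3, an X-linked subunit of a translation initiation factor on chromosome X, from 20129708 to 20162881 of Sscrofa11.1, averaged 62.5 ± 5.80 TPM in CON_Fe (SD, n = 7), 68.0 ± 11.8 in MPA_Fe (n = 5), 45.3 ± 5.18 in CON_Ma (n = 6) and 41.8 ± 2.94 in MPA_Ma (n = 6) pigs. Its male minus female log2 fold change was -0.57 (standard error 0.07, limma adjusted p = 5.54e-05). TXLNG, another X-linked gene, had a log2 fold change of -0.36 (standard error 0.07, limma adjusted p = 0.0174). At an FDR of 0.05 in limma, 14 genes differed between the sexes, and 181 had an unadjusted p under 0.05. Of the 14, 12 were higher in males and lie on chromosome Y, and EIF2S3 and TXLNG were higher in females. The largest fitted value was that of the Y-linked LOC110257905, at 8.58 (standard error 0.10, limma adjusted p = 5.70e-26). For Y-linked genes such values depend on the 1 added to TPM, so this is no ranking of folds. Without an expression filter 16 genes passed, with library quality weights 20, and 14 of the main calls were among each. With the mean TPM above 5 in each group 1 passed (107 at an unadjusted p under 0.05), because Y-linked genes cannot pass that filter in females. With the library number as a block 10 passed, where only numbers 6 and 7 hold both sexes.

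**Figure D3:**
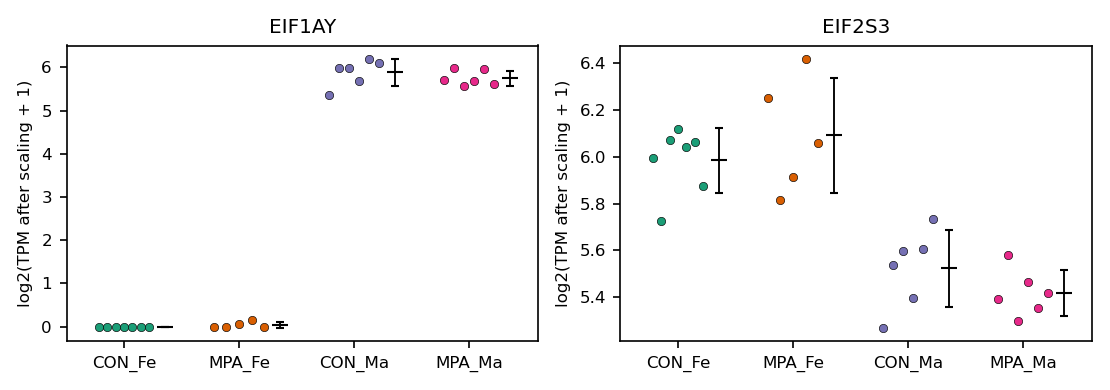
Expression of EIF1AY and EIF2S3 as log2(TPM after scaling + 1) on the vertical axis in the CON_Fe, MPA_Fe, CON_Ma and MPA_Ma groups on the horizontal axis. Each point is 1 library and each bar the group mean ± SD, with EIF1AY near 0 in females and EIF2S3 lower in males.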

Overall, 150 genes were differentially expressed between males and females (FDR-adjusted *P* < 0.05). These genes exhibited a consistent differential expression between sexes, irrespective of the MIA group. The complete list of genes differentially expressed between sexes at FDR-adjusted *P* < 0.1 is available in Supplementary File S1 Table G, and the majority were over-expressed in males relative to females. 

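RORA, a nuclear receptor, averaged 3.65 ± 0.890 TPM in CON_Fe (SD, n = 7), 5.82 ± 5.12 in MPA_Fe (n = 5), 6.45 ± 6.87 in CON_Ma (n = 6) and 4.09 ± 0.597 in MPA_Ma (n = 6) pigs, a male minus female log2 fold change of 0.10 (standard error 0.24, limma adjusted p = 1.00). Within CON pigs the CON_Fe-CON_Ma log2 fold change was -0.39 (standard error 0.33), and -0.02 without CON_Ma 13. The histone chaperone NPM2 had a male minus female value of 0.08 (standard error 0.30) and the ligand WNT3 one of 0.11 (standard error 0.26), both with limma adjusted p = 1.00. Of the 175 genes of the paper's list for sex, 153 were tested. The male minus female log2 fold change was positive for 99 of them and negative for 54 as a mean over CON and MPA, for 134 and 19 within CON and for 43 and 110 within MPA. The values in the paper's table have the sign found here within CON for 152 of the 153, within MPA for 29 and with the mean for 113. In limma, 11 passed an FDR of 0.1 and 16 had an unadjusted p under 0.05. The list was chosen by the paper on these libraries, so the tally is not independent evidence.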

Among the previous genes, excluding those that presented MIA-by-sex interaction effect, a selection of informative genes is listed in Table 7. 

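EIF1AY, a Y-linked copy of a translation initiation factor, lies on chromosome Y, from 9687350 to 9704489 of Sscrofa11.1. It averaged 0 ± 0 TPM in CON_Fe (SD, n = 7), 0.0317 ± 0.0510 in MPA_Fe (n = 5), 59.3 ± 11.8 in CON_Ma (n = 6) and 53.2 ± 6.60 in MPA_Ma (n = 6) pigs. Between sexes it passed an FDR of 0.05 in limma (adjusted p = 4.21e-25), as in each of the 39 settings in which it was tested, while a mean above 5 TPM in each group removes it. The fitted male minus female value of 5.80 is set by the 1 added to TPM, since all CON_Fe libraries are listed at 0, and is no measure of the fold. LHB, the beta subunit of luteinizing hormone, had a male minus female log2 fold change of 0.52 (standard error 0.69, limma adjusted p = 1.00), and -0.11 without CON_Ma 12, where it reached 1029.5 TPM. LHX9, a transcription factor of the developing thalamus, averaged 0.303 ± 0.350 TPM in CON_Fe, 1.76 ± 3.02 in MPA_Fe, 3.92 ± 8.54 in CON_Ma and 0.410 ± 0.412 in MPA_Ma pigs, a log2 fold change of 0.15 (standard error 0.40, limma adjusted p = 1.00). It held 21.3 TPM in CON_Ma 13 and 7.09 TPM in MPA_Fe 4. Without either of these 2 libraries it no longer reached 1 TPM in 5 libraries. LEPR had a male minus female value of -0.01 (standard error 0.16, limma adjusted p = 1.00), with -0.47 (standard error 0.22) for CON_Fe-CON_Ma and 0.48 (standard error 0.24) for MPA_Fe-MPA_Ma. IGSF1, an X-linked membrane protein abundant in the pituitary, had 0.08 (standard error 0.22, limma adjusted p = 1.00), and -0.10 without CON_Ma 12.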

Genes over-expressed in males relative to females included eukaryotic translation initiation factor 1A, Y-linked (EIF1AY), leptin receptor (LEPR), luteinizing hormone beta polypeptide (LHB), LIM homeobox 9 (LHX9), luteinizing hormone beta polypeptide (LHB), and immunoglobulin family member 1 (IGSF1).

**TABLE 7:** Informative genes presenting significant differential expression between males (Ma) and females (Fe).

Gene symbol	Gene name	^a^Ma-Fe	*P*-value	^b^FDR *P*-value
EIF1AY	Eukaryotic translation initiation factor 1A, Y-linked	13.68	<1.0E-08	<1.0E-08
LHX9	LIM homeobox 9	3.38	<1.0E-08	<1.0E-08
LHB	Luteinizing hormone beta polypeptide	3.92	<1.0E-08	<1.0E-08
TRPC3	Transient receptor potential cation channel C3	1.83	1.7E-07	4.4E-05
WNT3	Wnt family member 3	1.72	9.0E-07	2.0E-04
IGSF1	Immunoglobulin superfamily member 1	0.85	6.4E-06	1.3E-03
NPM2	Nucleophosmin/nucleoplasmin 2	1.79	1.8E-05	2.8E-03
RORA	RAR-related orphan receptor A	0.74	2.0E-04	2.4E-02
LEPR	Leptin receptor	0.62	8.8E-04	8.4E-02

*^*a*^Log_2_[fold change] between male and female offspring. ^*b*^False discovery rate adjusted P-value.*

Informative categories among the DAVID clusters of enriched categories for the genes differentially expressed between sexes are listed in Table 8 (a complete list is available in Supplementary File S1 Table H). The previous categories include BP gland development (GO:0048732), response to hormone (GO:0009725), and brain development (GO:0007420).

**TABLE 8:** Clusters of informative enriched functional categories (enrichment score ES > 1.3) among the genes differentially expressed between sexes identified using DAVID.

^a^Category	Category identifier and name	*P*-value	^b^FDR *P*-value
**Cluster 1**	**ES = 1.82**		
MF	GO:0005201∼extracellular matrix structural constituent	3.0E-02	7.9E-01
**Cluster 2**	**ES = 1.74**		
KEGG	ssc04080:Neuroactive ligand-receptor interaction	2.7E-06	2.4E-04
BP	GO:0009725∼response to hormone	7.3E-04	9.4E-01
**Cluster 3**	**ES = 1.74**		
BP	GO:0048732∼gland development	1.7E-03	5.7E-01
**Cluster 4**	**ES = 1.45**		
BP	GO:0007420∼brain development	1.1E-01	7.9E-01
BP	GO:0030900∼forebrain development	1.9E-01	8.7E-01
**Cluster 5**	**ES = 1.41**		
MF	GO:0020037∼heme binding	6.2E-02	9.1E-01
MF	GO:0005506∼iron ion binding	9.3E-02	9.3E-01
**Cluster 6**	**ES = 1.35**		
BP	GO:0009790∼embryo development	5.8E-03	5.4E-01
BP	GO:0090596∼sensory organ morphogenesis	8.9E-03	5.1E-01

*^*a*^BP, biological process; MF, molecular function; KEGG, KEGG pathway. ^*b*^False discovery rate adjusted P-value.*

### Weighted Gene Co-expression Network Analysis

The WGCNA study of the correlation between expression and experimental factors was based on the log-transformed TPM expression level of 16,175 genes. This study identified 62 modules of expression correlated with MIA groups among males. The number of genes in each module ranges from 32 to 1381; Supplementary File S1 Figure A depicts the relationship between gene modules using a dendrogram. The correlation (corr) between the eigengene expression profile and maternal treatment in males is depicted in Supplementary File S1 Figure B. A fairly even distribution of positive and negative correlation estimates was observed. The genes in the modules pale violet red (corr = –0.58, *P* < 0.03) and gray60 (corr = –0.59, *P* < 0.06) presented a strong negative correlation, indicating that low expression levels were associated with MPA.

The enrichment analysis of the genes in the WGCNA modules provided additional insights into the processes impacted by MIA. The extended list of enriched categories across modules is available in Supplementary File S1 Table I. Table 9 lists representative clusters of enriched categories in the gene modules that were highly correlated with MIA differences in males. 

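Oxidative phosphorylation was represented by 49 tested nuclear genes for subunits of the respiratory chain. The list score was -0.00 ± 0.29 in CON_Fe (SD, n = 7), 0.12 ± 0.33 in MPA_Fe (n = 5), 0.11 ± 0.27 in CON_Ma (n = 6) and -0.21 ± 0.23 in MPA_Ma (n = 6) pigs. In males all 49 genes were higher in CON than in MPA, with a mean log2 fold change of 0.33 (camera adjusted p = 5.85e-19, and adjusted p = 0.516 with an estimated correlation). An exact permutation test of the score in males gave p = 0.0498 (adjusted p = 0.448 over 27 lists). In females 45 of the 49 were higher in MPA (mean -0.13, camera adjusted p = 4.83e-05, and adjusted p = 0.765 with an estimated correlation, and a mean of -0.07 without MPA_Fe 4, -0.02 without MPA_Fe 2, -0.05 without CON_Fe 7, -0.21 without CON_Fe 2 and -0.22 without MPA_Fe 3), and the interaction averaged 0.45 (camera adjusted p = 1.15e-17, and adjusted p = 0.641 with an estimated correlation). The 77 genes of the cytosolic ribosome had scores of -0.02 ± 0.32 in CON_Fe, 0.09 ± 0.30 in MPA_Fe, 0.09 ± 0.12 in CON_Ma and -0.14 ± 0.17 in MPA_Ma pigs. In males all 77 were higher in CON (mean 0.22, camera adjusted p = 6.21e-16, and adjusted p = 0.516 with an estimated correlation), and an exact permutation test of the score gave p = 0.0325 (adjusted p = 0.438). Without CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6, the score's difference in males was 0.33 (standard error 0.15, against 0.33 and 0.16 with all libraries) for oxidative phosphorylation and 0.24 (standard error 0.16, against 0.22 and 0.14) for the ribosome. The exact permutation p rose to 0.0794 and 0.0714 at differences as large, with 252 permutations in place of 924. Over the 24 libraries the scores went with the scaling factor, at a Pearson r of -0.96 for oxidative phosphorylation and -0.85 for the ribosome. The scores are computed from TPM scaled by this factor, so part of this correlation and of any adjustment for it is built in. The factor ran from 0.80 to 1.10 in CON_Ma and from 1.01 to 1.22 in MPA_Ma. With this factor as a covariate, chosen after the data were seen, the differences in males were 0.04 (standard error 0.06) and 0.01 (standard error 0.09), and with the number of genes detected as the covariate 0.10 (standard error 0.05) and 0.09 (standard error 0.12). The interaction of oxidative phosphorylation was 0.00 (standard error 0.08) and 0.09 (standard error 0.08) with these covariates, and the value in females 0.04 and 0.01. In limma, 0 genes of both lists passed an FDR of 0.1 over all genes in males and 0 adjusted over each list alone. Co-expression modules were not analysed here.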

Complementary categories that were enriched in modules encompassing gene patterns negatively correlated with MPA include the KEGG AD and oxidative phosphorylation pathways in the pale violet red3 and the gray60 modules, MF NADH dehydrogenase activity (GO:0003954) in the gray60 module, and the KEGG ribosomal pathway and associated GO processes in the light yellow module. Confirming the enrichment results from the previous differential expression analysis (Table 2 and Supplementary File S1 Table B), categories enriched in modules encompassing gene patterns negatively correlated with MPA include ion transport (also in Table 2 and Supplementary File S1 Table H) in the pale violet red3 and gray60 modules, and oxidoreductase activity in the gray60 module (also in Supplementary File S1 Table H).

**TABLE 9:** Clusters of enriched functional categories (enrichment score ES > 1.3) among the genes in modules presenting a significant correlation with maternal immune activation (MPA) relative to control within males using DAVID.

^a^Category	Category identifier and name	*P*-value	^b^FDR *P*-value

MODULE	Gray60 (low expression in MPA)		
**Cluster 1**	**ES = 14.5**		
KEGG	Ssc05010:Alzheimer’s disease	1.3E-18	9.1E-17
KEGG	Ssc05012:Parkinson’s disease	9.8E-18	4.7E-16
**Cluster 2**	**ES = 7.32**		
MF	GO:0016651∼oxidoreductase activity, acting on NAD(P)H	3.6E-10	1.5E-07
MF	GO:0003954∼NADH dehydrogenase activity	3.4E-09	6.8E-07
**Cluster 3**	**ES = 6.41**		
BP	GO:0042775∼mitochondrial ATP synthesis electron	4.0E-10	8.6E-07
BP	GO:0046034∼ATP metabolic process	8.0E-10	8.7E-07
BP	GO:0009116∼nucleoside metabolic process	7.8E-08	9.4E-06

**MODULE**	**Light yellow (low expression in MPA)**		

**Cluster 1**	**ES = 4.18**		
KEGG	ssc03010:Ribosome	3.7E-06	5.9E-05
BP	GO:0006412∼translation	9.5E-06	1.7E-02
**Cluster 1**	**ES = 2.49**		
BP	GO:0007006∼mitochondrial membrane organization	5.1E-04	7.8E-02
BP	GO:0007007∼inner mitochondrial organization	1.1E-02	3.5E-01

*^*a*^BP, biological process; MF, molecular function; KEGG, KEGG pathway. ^*b*^False discovery rate adjusted P-value.*

The WGCNA study identified 61 modules of expression correlated with sex among MPA pigs. The number of genes in each module range from 34 to 2082 and Supplementary File S1 Figure C depicts the dendrogram of modules. Positive correlation estimates that indicate higher expression in male than female were identified in the ivory (corr = 0.65, *P* < 0.03) and antique maroon (corr = 0.62, *P* < 0.04) modules, whereas negative correlations denoting lower expression in male were identified in sienna3 (corr = –0.65, *P* < 0.03) (Supplementary File S1 Figure D). 

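Between MPA_Fe and MPA_Ma pigs, 48 of 49 oxidative phosphorylation genes were higher in females, with a mean log2 fold change of 0.34 (camera adjusted p = 8.93e-18, and adjusted p = 0.849 with an estimated correlation). So were 75 of 77 ribosomal genes (mean 0.23, camera adjusted p = 1.77e-14, and adjusted p = 0.849 with an estimated correlation). All 12 genes of pallial glutamatergic neurons were higher in MPA_Ma (mean -0.58, camera adjusted p = 0.0168, and adjusted p = 0.849 with an estimated correlation), and the score's difference was -0.19 without MPA_Fe 4. Of 55 motile cilia genes, 53 were also higher in MPA_Ma (mean -0.31, camera adjusted p = 0.00108, and adjusted p = 0.891 with an estimated correlation). The difference of the cilia score was -0.09 without MPA_Fe 4, -0.56 without MPA_Fe 3, -0.17 without MPA_Ma 7 and -0.14 without MPA_Ma 8. The scaling factor was also used as a covariate, chosen after the data were seen. The differences were then -0.00 (standard error 0.06) for oxidative phosphorylation and -0.03 (standard error 0.10) for the ribosome. They were -0.27 (standard error 0.54) for pallial neurons and 0.41 (standard error 0.32) for motile cilia. For oxidative phosphorylation and the ribosome part of that change is built in, because the scores use TPM scaled by this factor. In limma 0 members of these 4 lists passed an FDR of 0.1 over all genes and 0 adjusted over each list alone.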

Table 10 lists representative clusters of enriched functional categories in these modules. The extended list of categories and modules is in Supplementary File S1 Table J. Within the ivory module of positively correlated gene patterns, the BP synapse (GO:0007416) and neural development (GO:0007399) categories were enriched.

**TABLE 10:** Clusters of enriched functional categories (enrichment score ES > 1.3) among the genes in modules presenting a significant correlation with sex within the maternal immune activation treatment using DAVID.

^a^Category	Category identifier and name	*P*-value	^b^FDR *P*-value

MODULE	Sienna3 (low expression in males)		
**Cluster 1**	**ES = 1.58**		
BP	GO:0044255∼cellular lipid metabolic process	1.1E-02	1.0E+00
BP	GO:0044283∼small molecule biosynthetic process	3.3E-02	9.8E-01

**MODULE**	**Ivory (high expression in males)**		

**Cluster 1**	**ES = 1.47**		
BP	GO:0007416∼synapse assembly	8.1E-03	1.0E+00
BP	GO:0007399∼nervous system development	2.7E-02	9.1E-01

*^*a*^BP, biological process; MF, molecular function; KEGG, KEGG pathway. ^*b*^False discovery rate adjusted P-value.*

## Discussion

The present study uses a validated model of MIA triggered by a live viral (i.e., PRRSV) infection during a critical neurodevelopmental stage (Antonson et al., 2017) to gain innovative insights into sex-dependent molecular changes in the amygdala. The changes in gilt body weight and temperature within 2 weeks postinfection were consistent with the mode of action of the PRRSV and previous reports (Antonson et al., 2017). These results indicate that the PRRSV-infected gilts experienced extended activation of inflammatory pathways during gestation. The present study characterized the prolonged effect of the MIA, 60 days after exposure, on 3-week-old offspring.

Our study identified patterns of differential gene expression and prevalently dysregulated gene networks and processes, some of which have been reported in clinical and preclinical studies of AD, ASD, and SSD (Malkova et al., 2012; Xuan and Hampson, 2014; Aavani et al., 2015). These disorders have been associated with MIA and amygdala functions, yet the corresponding neurological and molecular changes have been studied mostly using pathogen mimetic challenges on rodents (Xuan and Hampson, 2014; Aavani et al., 2015). Moreover, our study identified sex-dependent molecular patterns that are consistent with the differential prevalence and symptoms of ASD, SSD, and MIA-related disorders between sexes reported in rodent and human studies (Wischhof et al., 2015). For example ASD tends to be more prevalent in young males (Kirsten et al., 2010; Haida et al., 2019), while SSD tends to be more prevalent in females (Bale et al., 2010; Bale, 2011). Similarly, lower sociability and preference for social novelty were observed in 2 weeks old pigs from gilts inoculated with PRRSV at GD 76 than from control gilts (Antonson et al., 2017). A discussion of the molecular mechanisms impacted by MIA can offer insights into therapies to ameliorate the lasting effects on physiology and behavior.

### Sex-Dependent Transcriptome Changes Associated With Maternal Immune Activation

The evaluation of the 328 genes presenting a significant MIA-by-sex interaction effect augmented the understanding of the differential response of transcripts to MIA between sexes (Table 1 and Supplementary File S1 Table A). The majority of the previous genes were under-expressed in MPA relative to CON males, and the profile in females was opposite or less extreme. Many genes presenting a significant MIA-by-sex effect code for neuropeptides and hormones, or participate in glutamatergic processes.

The lower NTS levels in the amygdala of male rats associated with lower conditioned place preference (Laszlo et al., 2010) is consistent with the lower level of NTS transcripts in MPA males observed in the present study (Table 1). The under-expression of neuropeptide gene POMC in MPA relative to CON males (Table 1) may be associated with the changes in POMC-related peptide transmission that has been reported in the brains of patients diagnosed with SSD (Jamali and Tramu, 1997). The under-expression of the neuropeptide gene PENK in MPA relative to CON males (Table 1) is in agreement with lower levels of PENK expression in the brains of mice models of SSD (Gottschalk et al., 2013). PENK was also differentially expressed in the amygdala of an ASD rat model using prenatal valproic acid exposure (Oguchi-Katayama et al., 2013). Valproic acid treatment during pregnancy was associated with a sevenfold increase in ASD incidence, social difficulties, and reduced attention (Roullet et al., 2013). Also, CACNA2D3 was under-expressed in the amygdala of rats exposed prenatally to valproic acid and coincided with social behavior abnormalities including heightened anxiety (Barrett et al., 2017). In the present study, the interaction pattern of CACNA2D3 was characterized by under-expression in MPA relative to CON males (Table 1).

The over-expression of the neuropeptide receptor VIPR2 in the amygdala of MPA relative to CON females (Table 1) is consistent with reports that duplications in this gene confer a significant risk for SSD (Morris and Pratt, 2014). The differential expression of the VIP receptor is particularly important because GABAergic interneurons in the amygdala express the neuropeptide VIP that facilitates cell firing (Rhomberg et al., 2018) and maintains the balance of pro- and anti-inflammatory cytokines (Martinez et al., 2020). The under-expression of GPX3 in MPA relative to CON males (Table 1) is consistent with the association between GPX3 gene expression and SSD (Zhao et al., 2018).

The sex-dependent response to MIA of hormone receptor CRHR genes detected in our study (Table 1) has been also reported by others. The expression of CRHR1 in the amygdala of 10 weeks old female pigs from sows exposed to a social stressor during mid-gestation was higher than in pigs from control gilts, whereas no stressor effects were observed in males nor in the expression of CRHR2 (Rutherford et al., 2014). Also, the expression of CRHR was associated with SSD (Mistry et al., 2013). The alignment between the profiles of the CRHR2 and neuropeptide GRP genes observed in our study (Table 1) is in agreement with reports of simultaneous release of CRH and GRP in the amygdala of rats elicited by the stress hormone corticosterone (Merali et al., 2008). The over-expression of the parathyroid hormone receptor PTH1R gene in response to MIA (Table 1) is consistent with the over-expression of this gene in SSD and AD (Ibanez et al., 2014). The over-expression of the functionally related thyroid hormone responsive gene THRSP in MPA relative to CON females further supports the PTH1R pattern (Munshi and Rosenkranz, 2018).

Several genes in the glutamatergic and GABAergic pathways displayed sex-dependent MIA effects (Table 1). This shared pattern may stem from pro-inflammatory cytokines intensifying glutamatergic release by the amygdala in a sex-dependent manner. 

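GRM4, a presynaptic glutamate receptor that lowers transmitter release, lies on chromosome 7, from 30179723 to 30278579 of Sscrofa11.1. It averaged 2.97 ± 0.631 TPM in CON_Fe (SD, n = 7), 6.51 ± 6.60 in MPA_Fe (n = 5), 7.11 ± 9.40 in CON_Ma (n = 6) and 2.48 ± 0.582 in MPA_Ma (n = 6) pigs. Its log2 fold change was -0.62 (standard error 0.42) in females and 0.71 (standard error 0.41) in males, an interaction estimate of 1.34 (standard error 0.58, limma adjusted p = 0.854). CON_Ma 13 held 26.1 TPM and MPA_Fe 4 18.3 TPM, and the other 22 libraries at most 4.93 TPM. Without CON_Ma 12 and both of these libraries, the log2 fold changes were -0.21 (standard error 0.19) in females and 0.34 (standard error 0.19) in males.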

The glutamate receptor GRM4 was under-expressed in MPA relative to CON males, while a less extreme and opposite trend was detected in females (Supplementary File S1 Table A). Supporting our finding, the expression of glutamate receptor genes was lower in SSD brains (Meador-Woodruff and Healy, 2000). The pattern differences between sexes could be connected with differences in gene expression across sexes in multiple GRM genes including GRM4 in association with behavior disorders (Gray et al., 2015). The expression pattern of SLC17A6, a gene in the glutamatergic pathway, was consistent with that of GRM4 (Table 1). Moreover, NDNF and RELN (two genes in the GABAergic pathway) displayed similar expression patterns in our study in agreement with previous reports (Hou and Capogna, 2018). NDNF interneurons evoke inhibitory postsynaptic potentials mediated by GABA receptors. Also, the GABAergic gene RELN has been associated with ASD and SSD (Canitano and Pallagrosi, 2017) and is under-expressed in the prefrontal cortex of subjects diagnosed with SSD (Fatemi et al., 2005). Consistent with our results, genes that regulate neural migration of GABAergic interneurons were under-expressed in the brain of offspring from rats exposed to lipopolysaccharide (LPS)-induced MIA (Oskvig et al., 2012). The activity of GABA and glutamate on serotonergic neurons is modulated by chemokine ligands such as CXCL12 (Stuart and Baune, 2014), and consistent with this interaction, CXCL12 and CXCL13 were under-expressed in MPA relative to CON males (Table 1 and Supplementary File S1 Table A). 

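The chemokine CXCL12 averaged 40.6 ± 17.6 TPM in CON_Fe (SD, n = 7), 40.9 ± 3.75 in MPA_Fe (n = 5), 54.5 ± 46.3 in CON_Ma (n = 6) and 30.0 ± 8.47 in MPA_Ma (n = 6) pigs. Its CON_Ma-MPA_Ma log2 fold change was 0.61 (standard error 0.33, limma adjusted p = 0.904) and its CON_Fe-MPA_Fe log2 fold change -0.12 (standard error 0.33). CON_Ma 13 held 147 TPM, against at most 71.5 TPM in the other 23 libraries, and the value in males was 0.27 without it. CXCL13, a chemokine that attracts B cells, stayed below 1 TPM in the 24 libraries and was not tested. It averaged 0.0977 ± 0.107 TPM in CON_Ma and 0.0599 ± 0.0661 TPM in MPA_Ma pigs.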

Our results are also consistent with findings that LPS injection of adult mice dysregulated CXCL12, which in turn increased glutamatergic release in the amygdala, and anxiety-like behavior occurrence (Yang et al., 2016). EFHD1, a calcium binding protein associated with synaptic transmission and levels of gamma glutamyltransferase was over-expressed in MPA relative to CON females (Supplementary File S1 Table A). This gene was also over-expressed in the amygdala of patients diagnosed with SSD (Chang et al., 2017).

Among the 16,175 genes tested for differential expression in the present study, the profile of several proinflammatory and neuroinflammatory genes were consistent with those from a candidate gene study of the amygdala from 9 days old mice exposed to MIA (Carlezon et al., 2019). 

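TSPOAP1, which binds the translocator protein TSPO, averaged 32.3 ± 5.69 TPM in CON_Fe (SD, n = 7), 29.4 ± 5.17 in MPA_Fe (n = 5), 28.0 ± 4.40 in CON_Ma (n = 6) and 41.1 ± 7.48 in MPA_Ma (n = 6) pigs. Its log2 fold change was 0.13 (standard error 0.15) in females and -0.54 (standard error 0.15) in males. The interaction estimate was -0.67 (standard error 0.21, limma adjusted p = 0.854). Within its group, TSPOAP1 was lowest in CON_Ma 13, which enlarges its difference in males. Its value without that library is not given here. GFAP, the intermediate filament of astrocytes, averaged 1239 ± 363 TPM in CON_Fe, 1812 ± 1302 in MPA_Fe, 1427 ± 400.4 in CON_Ma and 1126 ± 257 in MPA_Ma pigs, an interaction estimate of 0.68 (standard error 0.43, limma adjusted p = 0.854). The nitric oxide synthases NOS1 and NOS2 had interaction estimates of -0.29 (standard error 0.25) and -0.20 (standard error 0.19), with limma adjusted p of 0.862 and 0.872. TSPO itself had an estimate of -0.03 (standard error 0.37). Of the 6 tested genes of this kind that the article discusses, 0 passed an FDR of 0.1 over all genes and 1, TSPOAP1, did so adjusted over the list alone, which is not independent evidence because the genes were read from the article. Their mean was 0.04, their median -0.11 and camera's direction negative (adjusted p = 0.472). The 11 astrocyte genes averaged 0.07 for the interaction (camera adjusted p = 0.525). The 15 microglia genes averaged 0.07 (camera adjusted p = 0.715), and -0.05 without CON_Ma 12, while for MIA 14 of them were higher in MPA (mean -0.29, camera adjusted p = 7.48e-04, and adjusted p = 0.657 with an estimated correlation). That difference was -0.11 without CON_Ma 8, -0.19 without CON_Fe 2 and -0.48 without MPA_Ma 6. In both lists 0 genes passed in limma over all genes and 0 adjusted over the list alone.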

Consistent with the patterns observed in mice exposed to viral mimetic Poly(I:C) MIA (Carlezon et al., 2019), an interaction between PRRSV-elicited MIA and sex was detected in pigs for the genes glial fibrillary acidic protein (GFAP), nitric oxide synthases 1 and 2 (NOS1 and NOS2, respectively), and translocator protein (TSPO)-associated protein (0.006 < *P* < 0.02). These patterns, albeit consistent, failed to surpass the FDR-adjusted *P* < 0.05 threshold. Also consistent with the MIA study of mice amygdala (Carlezon et al., 2019), the differences in expression between MPA and CON males for tumor necrosis factor alpha (TNF-α), and interleukin 1 beta (IL-1β), were not statistically significant. 

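TNF averaged 0.194 ± 0.132 TPM in CON_Ma (SD, n = 6) and 0.161 ± 0.0987 TPM in MPA_Ma pigs (n = 6). IL1B averaged 0.114 ± 0.0752 TPM and 0.138 ± 0.109 TPM in the same groups, and IL6, another inflammatory cytokine, 0.405 ± 0.116 TPM and 0.562 ± 0.374 TPM. In females the levels were 0.226 ± 0.135 TPM in CON_Fe and 0.226 ± 0.108 TPM in MPA_Fe for TNF, 0.124 ± 0.120 and 0.110 ± 0.0449 TPM for IL1B, and 0.430 ± 0.203 and 0.564 ± 0.184 TPM for IL6. None of the 3 cytokines reached 1 TPM in 5 libraries, so they were not tested.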

The expression levels for interleukin 6 (IL-6) and interleukin 1 beta (IL-1β) among MPA males were below the minimum threshold for testing, and therefore, the interaction effects for these genes are not reported. IL-6 and IL-1β were differentially expressed between MIA groups in female mice (Carlezon et al., 2019); however, the reported relative abundances for these genes suggests that MIA male mice, like MPA male pigs, presented the lowest levels of IL-6 and IL-1β abundance of all groups studied.

The pattern of several genes presenting a MIA-by-sex interaction effect was characterized by the same relative abundance between MIA groups, albeit sexes differed in magnitude (Table 1). Males presented a more extreme under-expression of CGA in MPA relative to CON than females (Table 1). This difference could be associated with the participation of CGA in multiple hormone processes that regulate female reproductive performance. The lower impact of MIA on the CGA levels in females may prevent the dysregulation of multiple downstream processes associated with reproductive function. Likewise, the under-expression of TTR in MPA relative to CON was more acute in males than in females (Table 1). 

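TTR, the carrier of thyroxine and retinol that the choroid plexus makes, averaged 72.6 ± 63.5 TPM in CON_Fe (SD, n = 7), 125 ± 157 in MPA_Fe (n = 5), 206 ± 376 in CON_Ma (n = 6) and 111 ± 175 in MPA_Ma (n = 6) pigs. It held 968 TPM in CON_Ma 12, 454 TPM in MPA_Ma 8 and 392 TPM in MPA_Fe 4. The log2 fold change was -0.28 (standard error 1.15) in females and 0.39 (standard error 1.13) in males, with an interaction estimate of 0.66 (standard error 1.61, limma adjusted p = 0.952) and a MIA log2 fold change of 0.05 (standard error 0.80, limma adjusted p = 1.00). Without CON_Ma 12 the value in males was -0.45. Without MPA_Fe 4 the value in females was 0.37. The 9 tested genes of the choroid plexus list averaged 0.19 for the interaction (camera adjusted p = 0.712) and 0.04 for MIA (camera adjusted p = 0.985), and the score's values were -0.06 and -0.09 without CON_Ma 12, where the score was 1.35, with 0 past an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone.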

Over-expression of TTR was noted in the amygdala of rats treated with MK-801, a N-methyl-D-aspartate antagonist that elicits SSD-like behavior (Matsuoka et al., 2008). The differential expressions of HBB and GBP1 among MIA groups detected in our study are also observed in the amygdala of SSD cases (Chang et al., 2017).

### Functional Analysis of Sex-Dependent Maternal Immune Activation Transcriptome

The study of over-represented functional categories among the genes presenting sex-dependent profiles between MPA and CON pigs (Tables 2, 3 and Supplementary File S1 Tables B, C) identified categories consistent with previous studies of MIA and amygdala inflammation. The enrichment of the KEGG pathways related to autoimmune disease and antigen processing and presentation via histocompatibility complex (MHC) (Table 2 and Supplementary File S1 Table B) are in agreement with the reported association between autoimmune diseases, SSD, and variants in the MHC gene family (Anders and Kinney, 2015). Autoimmune reactions are capable of inducing psychiatric symptoms that are mediated by the amygdala such as those associated with SSD (Lennox et al., 2012). Genes annotated to MHC receptor activity are over-expressed in the amygdala of individuals that have SSD (Chang et al., 2017). The cytokine-mediated signaling pathway was also over-represented among the genes under-expressed in MPA relative to CON pigs (Table 3). Consistent with our results, the expression of 28 genes annotated to immune stimulus had MIA-by-sex interaction effects in the microglia of GD 97 fetuses after GD 76 PRRSV injection (Antonson et al., 2019).

Multiple BPs associated with homeostasis and extracellular matrix assembly were enriched among the genes presenting a significant MIA-by-sex effect (Tables 2, 3 and Supplementary File S1 Tables B, C). This finding is in agreement with the deficit in perineuronal nets in the amygdala of patients diagnosed with SSD (Paylor et al., 2016). These nets are extracellular matrix structures that support the high metabolic demand of the interneurons, and contribute to ion homeostasis around them.

The enrichment of BP axon and brain development among the genes presenting an MIA-by-sex effect (Table 2 and Supplementary File S1 Table B) is consistent with a report that LPS-elicited MIA is associated with under-expression of neurodevelopmental genes in the rat fetal brain, including genes linked to ASD (Oskvig et al., 2012). Furthermore, the amygdala of rats prenatally exposed to valproic acid, a stressor that leads to ASD, presented activation of neuron development pathways (Barrett et al., 2017). Similarly, the KEGG pathway of cell-adhesion molecules (CAMs), molecules that are fundamental for nervous system development and maintenance, was enriched among the genes presenting a sex-dependent MIA effect. This pathway was also enriched among genes under-expressed in the brain of rats exposed to LPS-triggered MIA and among genes under-expressed in the cortex of patients diagnosed with ASD (Lombardo et al., 2018).

The KEGG pathway neuroactive ligand receptor interaction was enriched among the genes presenting a significant interaction effect characterized by under-expression in the amygdala of CON relative to MPA males (Table 3). This pattern is aligned with findings that Poly(I:C)-elicited MIA augmented the synaptic strength of glutamatergic projections from the frontal cortex into the amygdala of mice (Li et al., 2018). The neuroactive ligand receptor pathway encompasses neuroreceptor genes such as dopamine, serotonin, GABA, and glutamate receptors.

The impact of sex-dependent MIA effects on neuropeptide and hormone genes (e.g., CGA, POMC, and SSTR1) expressed in the amygdala is evidenced by the enrichment of GnRH signaling pathway and hormone activity among the genes under-expressed in MPA relative to CON pigs (Table 3 and Supplementary File S1 Table C). Our results suggest that the disruption of glucocorticoid hormone balance on the HPA axis initiated by MIA can have long-lasting effects because amygdala processes are regulated by glucocorticoid receptors and glucocorticoids repress GnRH secretion.

### Impact of Maternal Immune Activation on Gene Networks Within Sex

Further understanding of sex-dependent effects of MIA on the co-expression of gene sets was gained from the identification of WGCNA modules of genes that share relative expression profiles between the CON and MPA groups in males (Table 9) or that share relative expression profiles between sexes in MPA pigs (Table 10). The WGCNA gene modules profiling changes between MIA groups in males uncovered enrichment of genes annotated to AD (Table 9). This result is consistent with findings of common molecular mechanisms shared between SSD and AD (Prestia, 2011; Sumitomo et al., 2018). Likewise, the enrichment of ATP metabolic processes among the module of genes associated with MIA effects in males is in agreement with evidence that mitochondrial dysfunction associated with SSD (Prabakaran et al., 2004).

Insights into the distinct vulnerability to MIA between sexes on the interplay between critical genes was gained from the study of the network of genes that had a significant MIA-by-sex effect in the enriched neuroactive ligand receptor pathway. The comparison of Figures 1, 2 highlights the distinct interaction between genes in response to PRRSV in males and females, respectively. Notably, males present a strong and consistent over-expression (i.e., red color) of genes in CON relative to MPA, with the exception of SSTR1. On the other hand, females present a weaker expression differential with a slight majority of genes under-expressed (i.e., blue color) in CON relative to MPA pigs. These results suggest lower vulnerability to MIA effects on gene expression in females than in males at 3 weeks of age. 

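Of the 13 tested genes of the networks, 12 were higher in CON_Ma than in MPA_Ma pigs and SSTR1 was lower. DRD2, a dopamine receptor abundant in the striatum, averaged 1.55 ± 1.38 TPM in CON_Fe (SD, n = 7), 1.91 ± 1.35 in MPA_Fe (n = 5), 5.04 ± 4.46 in CON_Ma (n = 6) and 1.07 ± 0.735 in MPA_Ma (n = 6) pigs, a CON_Ma-MPA_Ma log2 fold change of 1.26 (standard error 0.41, limma adjusted p = 0.904). The adenosine receptor ADORA2A had 0.71 (standard error 0.60), and SSTR1, at 6.31 ± 2.73 TPM in CON_Ma and 9.23 ± 2.22 TPM in MPA_Ma pigs, -0.61 (standard error 0.32). SSTR1 was lowest in CON_Ma 13, which makes its difference in males larger, and the value without that library is not given here. CHRNA4, a nicotinic receptor subunit, had 0.39 (standard error 0.58), and -0.22 without CON_Ma 13. CHRM2, a muscarinic receptor, had 0.50 (standard error 0.33), and 0.15 without that library. The mean over the 13 genes was 0.80 (camera adjusted p = 2.12e-04, and adjusted p = 0.516 with an estimated correlation), and an exact permutation test of the score gave p = 0.0173 (adjusted p = 0.438 over 27 lists). Without CON_Ma 12, whose score was 2.32, the difference in males was 0.44 with an exact permutation p of 0.0260. Without CON_Ma 13 as well, a set chosen after the data were seen, it was 0.28 with an exact permutation p of 0.0667, and without CON_Ma 8 too 0.16 with an exact permutation p of 0.226, the scores of these 2 libraries being 0.79 and 0.34. CON_Ma 8 had a striatum score of 1.46 and held 10.8 TPM of DRD2 and 34.5 TPM of ADORA2A, whose values in males were 1.00 and 0.15 without it. In limma 0 passed an FDR of 0.1 over all genes and 1, DRD2, adjusted over the list alone. The genes were read from the networks of the paper, so these tests are not independent evidence.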

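In females 9 of the 13 network genes were lower in CON than in MPA and 4 were higher, with a mean log2 fold change of -0.11 (camera adjusted p = 0.135), and 0.01 without CON_Ma 13 and MPA_Fe 4. The list score was -0.16 ± 0.07 in CON_Fe (SD, n = 7), -0.05 ± 0.32 in MPA_Fe (n = 5), 0.52 ± 0.96 in CON_Ma (n = 6) and -0.28 ± 0.18 in MPA_Ma (n = 6) pigs. For the interaction, 12 of 13 genes had a positive estimate (mean 0.91, camera adjusted p = 5.73e-04, and adjusted p = 0.641 with an estimated correlation). Permuting MIA within sex gave a permutation p of 0.0108 for the interaction of the score (adjusted p = 0.292 over 27 lists). The score was 2.32 in CON_Ma 12 and 0.79 in CON_Ma 13, and its interaction was 0.55 without the first and 0.73 without CON_Ma 13 and MPA_Fe 4. In limma 0 genes passed an FDR of 0.1 over all genes for the interaction and 1, LEPR, adjusted over the list alone. From the over-expression in CON relative to MPA males and the weaker difference in females, the paper proposes that gene expression in females is less vulnerable to MIA than in males at this age.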

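AGTR1, a receptor for angiotensin II, averaged 0.846 ± 0.296 TPM in CON_Fe (SD, n = 7), 1.02 ± 0.590 in MPA_Fe (n = 5), 2.36 ± 2.96 in CON_Ma (n = 6) and 0.802 ± 0.377 in MPA_Ma (n = 6) pigs. It held 8.27 TPM in CON_Ma 13, against at most 2.06 TPM in the other 23 libraries. The log2 fold change was -0.10 (standard error 0.30) in females and 0.60 (standard error 0.30) in males (limma adjusted p = 0.854 for the interaction), and the value in males was 0.25 without CON_Ma 13. PTH1R, a receptor for parathyroid hormone, averaged 13.2 ± 2.15 TPM in CON_Fe, 23.2 ± 20.7 in MPA_Fe, 19.0 ± 16.9 in CON_Ma and 12.0 ± 2.40 in MPA_Ma pigs. Its highest libraries were CON_Ma 13 and MPA_Fe 4, at 53.5 and 60.0 TPM, and the others held at most 17.5 TPM. The log2 fold changes were -0.48 (standard error 0.35) in females and 0.37 (standard error 0.34) in males (limma adjusted p = 0.854 for the interaction), and -0.07 and 0.02 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4.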

An example of this pattern is the module of the neuropeptide receptors, angiotensin II receptor type 1 (AGTR1), and PTH1R. The co-expression of these two G-coupled receptors is consistent with the shared metabolic function (Regard et al., 2008). Distinct to the opposite patterns between sexes observed in the previous network cluster, the highly connected CGA and GH1 are over-expressed in CON relative to MPA in both sexes, albeit the differences are more extreme in males than in females. 

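GH1 encodes growth hormone and lies on chromosome 12, from 15064965 to 15066698 of Sscrofa11.1. It averaged 1.10 ± 1.31 TPM in CON_Fe (SD, n = 7), 0.995 ± 1.82 in MPA_Fe (n = 5), 2187 ± 5347 in CON_Ma (n = 6) and 2.36 ± 4.17 in MPA_Ma (n = 6) pigs. CON_Ma 12 held 13102 TPM and the other 23 libraries at most 16.1 TPM. The CON_Ma-MPA_Ma log2 fold change was 2.56 (standard error 1.51, limma adjusted p = 0.904) and the CON_Fe-MPA_Fe log2 fold change 0.17 (standard error 1.53). Without CON_Ma 12 the value in males was 0.53 (standard error 0.75). PRL, the gene of prolactin, held 4486 TPM in CON_Ma 12 and at most 2.42 TPM elsewhere. All 14 genes of the pituitary list, of which CGA, POMC, GH1 and LHB are named by the paper, were highest in CON_Ma 12. These 4 were the members tested, and in males they averaged 1.66 (camera adjusted p = 0.0173, and adjusted p = 0.516 with an estimated correlation), with 0 past an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. The list score was -0.24 ± 0.36 in CON_Fe, -0.53 ± 0.57 in MPA_Fe, 1.190 ± 3.77 in CON_Ma and -0.47 ± 0.48 in MPA_Ma pigs, and its difference in males was 0.14 without CON_Ma 12.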

Correlated under-expression of GH1 and CGA was observed in the cerebellum and prefrontal cortex of rats that presented altered depressive-like behavior (Yamamoto et al., 2015).

### Sex-Independent Associations Between Maternal Immune Activation and Transcriptome Changes

The 161 differentially expressed genes between MPA and CON pigs (Table 4 and Supplementary File S1 Table D) included genes supported by previous studies of MIA. Additionally, the differential expression of several genes in Table 4 has been linked to neurological disorders such as SSD, ASD, and AD. The over-expression of ANKRD24 in MPA relative to CON pigs (Table 4) is supported by the over-expression of an ankyrin repeat domain family member (ANKRD32) in rat fetal brains exposed to MIA elicited by LPS (Oskvig et al., 2012). IFITM3, IFITM1, and CTSC were over-expressed in the amygdala of MPA relative to CON pigs (Table 4). Similarly, these genes were over-expressed in the amygdala of individuals diagnosed with SSD (Takao et al., 2012; Chang et al., 2017). 

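IFITM3, an interferon-induced membrane protein that blocks the entry of viruses, lies on chromosome 2, from 128658 to 129736 of Sscrofa11.1. It averaged 229 ± 106.02 TPM in CON_Fe (SD, n = 7), 540.2 ± 234 in MPA_Fe (n = 5), 223 ± 133 in CON_Ma (n = 6) and 678 ± 966 in MPA_Ma (n = 6) pigs. The MIA log2 fold change was -1.08 (standard error 0.38, limma adjusted p = 1.00), with -1.25 (standard error 0.55) in females and -0.92 (standard error 0.54) in males. MPA_Ma 11 held 2631 TPM, against at most 806 TPM in the other 23 libraries, and the value in males was -0.36 without it. IFITM1 averaged 17.1 ± 7.77 TPM in CON_Fe, 37.6 ± 19.4 in MPA_Fe, 18.7 ± 10.5 in CON_Ma and 61.5 ± 90.3 in MPA_Ma pigs, a MIA log2 fold change of -1.00 (standard error 0.41, limma adjusted p = 1.00). Without MPA_Ma 11, where IFITM1 reached 243 TPM, its value in males went from -0.94 to -0.37. HERC5, an enzyme that attaches the ubiquitin-like ISG15, had a MIA log2 fold change of -0.70 (standard error 0.30, limma adjusted p = 1.00). CTSC, a lysosomal protease, had -0.56 (standard error 0.36) in females, 0.28 (standard error 0.36) in males and -0.14 (standard error 0.26, limma adjusted p = 1.00) over both, and -0.16 in females without MPA_Fe 4. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, the CTSC value over both sexes was -0.17, close to that in females without MPA_Fe 4. All 35 tested genes of the interferon response list were higher in MPA (mean -0.58, camera adjusted p = 2.13e-27, and adjusted p = 0.381 with an estimated correlation). Of these, 9 had an unadjusted p under 0.05, and 0 passed an FDR of 0.1 in limma over all genes and 0 adjusted over the list alone. Permuting MIA within sex gave a permutation p of 0.0486 for the score (adjusted p = 0.756 over 27 lists), and 0.102 without MPA_Ma 11. The 15 microglia genes also averaged -0.29 for MIA, with 14 higher in MPA, and -0.11 without CON_Ma 8, -0.19 without CON_Fe 2 and -0.48 without MPA_Ma 6.

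**Figure D4:**
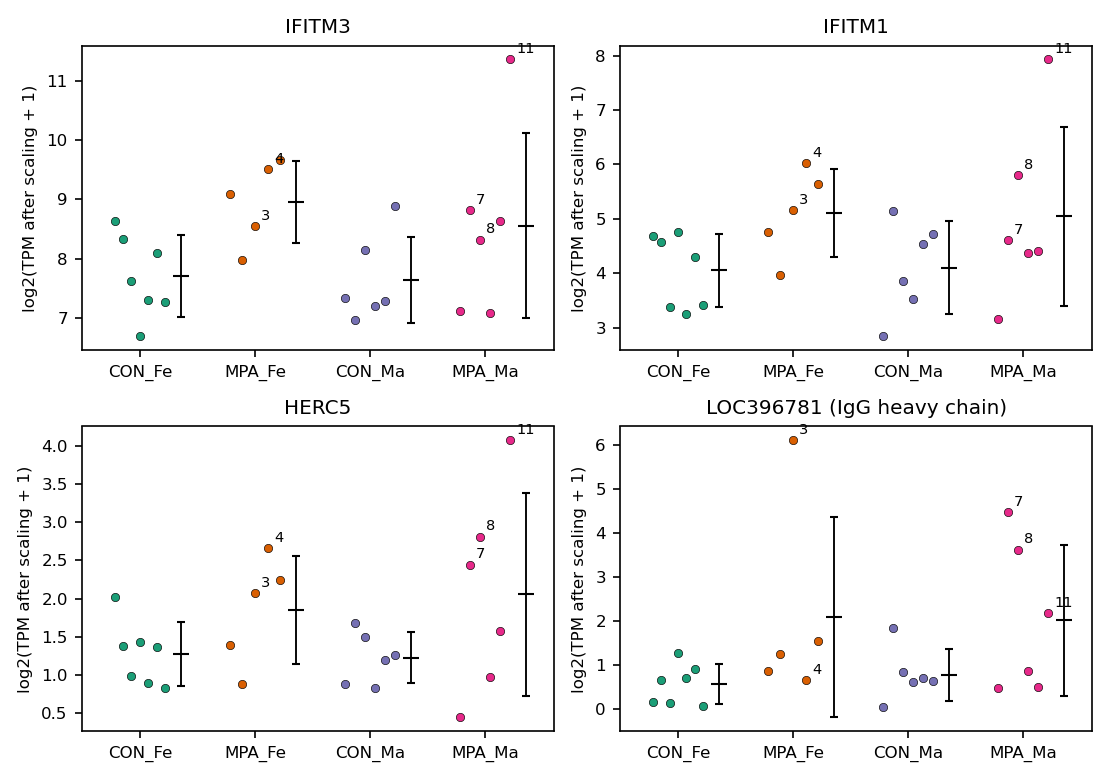
Expression of IFITM3, IFITM1, HERC5 and the immunoglobulin heavy chain gene LOC396781 as log2(TPM after scaling + 1) on the vertical axis in the CON_Fe, MPA_Fe, CON_Ma and MPA_Ma groups on the horizontal axis. Each point is 1 library and each bar the group mean ± SD, with the numbers of some MPA libraries beside their points and MPA_Ma 11 highest for IFITM3, IFITM1 and HERC5.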

Consistent with our results, IFITM3 was over-expressed in the hippocampi of neonatal mice treated with Poly(I:C) that resulted in developmental impairment of the central nervous system and lasting brain dysfunction. Conversely, *Ifitm3^–/–^* mice treated with Poly(I:C) exhibited normal neural development and did not present neural deficiencies (Ibi et al., 2013). CTSC was also over-expressed in the hippocampus of Shn-2 KO mice that exhibited SSD-like behaviors (Takao et al., 2012). MAP2K7 was over-expressed in MPA relative to CON pigs (Table 4), and this gene has been implicated in SSD incidence. MAP2K7 exclusively activates c-Jun N-terminal kinases (JNK) (Lisnock et al., 2000; Zeke et al., 2016), a mediator of the MIA response in the developing fetus that likely contributes to the neurological abnormalities in SSD (Openshaw et al., 2019).

HS3ST5 and SPP1 were over-expressed in the amygdala of MPA compared to CON pigs (Table 4), and both genes have been linked to ASD. Consistent with the patterns in our study, the expression of SPP1 in the temporal cortex of humans was higher in individuals diagnosed with ASD compared to controls (Garbett et al., 2008). Indeed, SPP1 participates in multiple immuno-related pathways in neural tissues (Carecchio and Comi, 2011; Brown, 2012). Genome-wide association studies identified a genetic variation near HS3ST5 that was significantly associated with ASD while a single-nucleotide polymorphism within this gene has been associated with SSD (Wang et al., 2009, 2015).

TACC1, CRABP2, and ALDH1A1 participate in the retinoid signaling and metabolic pathways and were differentially expressed in MPA compared to CON pigs (Table 4 and Supplementary File S1 Table D). 

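CRABP2, which carries retinoic acid to its receptors, averaged 9.82 ± 20.4 TPM in CON_Fe (SD, n = 7), 2.46 ± 1.61 in MPA_Fe (n = 5), 16.04 ± 23.9 in CON_Ma (n = 6) and 2.72 ± 1.67 in MPA_Ma (n = 6) pigs. It held 61.3 TPM in CON_Ma 9, 56.1 TPM in CON_Fe 4 and 24.2 TPM in CON_Ma 12. The MIA log2 fold change was 0.80 (standard error 0.56, limma adjusted p = 1.00), and 0.50 without CON_Fe 4. ALDH1A1, which oxidizes retinal, averaged 86.6 ± 49.3 TPM in CON_Fe, 50.1 ± 41.9 in MPA_Fe, 65.4 ± 61.6 in CON_Ma and 43.6 ± 30.8 in MPA_Ma pigs, a MIA log2 fold change of 0.51 (standard error 0.59, limma adjusted p = 1.00). This was 1.05 (standard error 0.84) in females and -0.03 (standard error 0.83) in males, and the value in females was 0.39 without MPA_Fe 4. TACC1, a coactivator of nuclear receptors, averaged 35.1 ± 6.43 TPM in CON_Fe, 30.2 ± 4.58 in MPA_Fe, 31.2 ± 2.99 in CON_Ma and 33.4 ± 4.20 in MPA_Ma pigs, a MIA log2 fold change of 0.05 (standard error 0.08, limma adjusted p = 1.00). Of 17 tested genes of retinoid metabolism and signalling, 14 were higher in CON (mean 0.15, camera adjusted p = 0.163). For the interaction their mean was -0.02 (0.23 without CON_Ma 13 and MPA_Fe 4) and their median 0.05, with camera's direction positive (adjusted p = 0.662). In limma, 0 of the 17 passed an FDR of 0.1 over all genes and 0 adjusted over the list alone, for MIA and for the interaction.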

Dysregulation of retinoid pathways may disrupt neural development leading to SSD (Goodman, 1996), and retinoid toxicity and deficiency are associated with central nervous system abnormalities (Maden, 1994). The differential expression of genes in the retinoid pathways is consistent with the previously described changes in the expression of genes in the thyroid hormone cascades. Defective cross talks between the retinoid and/or thyroid hormone processes have been associated with the development of SSD (Palha and Goodman, 2006). CRABP2 was under-expressed in MPA compared to CON pigs (Supplementary File S1 Table D), and mutations in this gene have been implicated in SSD (Goodman, 1995). Aldehyde dehydrogenase 1 family member A1 (ALDH1A1) was under-expressed in MPA compared to CON pigs (Table 4). ALDH1A1 was under-expressed in the amygdala of neonatal rats exposed to odor-shock conditioning, mimicking the effects of unpredictable early life trauma and resulting in amygdala dysfunction (Sarro et al., 2014).

IGF2 was under-expressed in MPA compared to CON pigs (Table 4), and consistent with our results, the systemic administration of IGF2 reduces ASD phenotypes; promotes normal social interaction, cognition, and executive function; and reduces repetitive behavior (Steinmetz et al., 2018). TTR was over-expressed in the amygdala of MPA compared to CON pigs. Over-expression of TTR was noted in the amygdala of rats treated with MK-801, a N-methyl-D-aspartate antagonist that elicits SSD-like behavior (Matsuoka et al., 2008).

### Functional Analysis of Sex-Independent Maternal Immune Activation Transcriptome

The functional categories over-represented among the genes differentially expressed between MPA and CON pigs (Table 5 and Supplementary File S1 Tables E) were supported by previous studies of MIA and associated neurodevelopmental disorders. Among these categories was the BP anatomical structure formation involved in morphogenesis and angiogenesis (Table 5). This result is consistent with the under-expression of early growth response 1 (EGR1, a regulator of angiogenic factors) in the GD 97 fetal microglia of MPA relative to CON pigs of both sexes after the GD 76 PRRSV challenge (Antonson et al., 2019). Angiogenesis was also enriched among differentially expressed genes in the frontal cortex of rats that are exposed to valproic acid *in utero* (Hill et al., 2015) to model ASD (Favre et al., 2013). The observed enrichment of the BP angiogenesis was also reported among genes dysregulated in the hippocampal microglia of mice exposed to Poly(I:C) relative to control mice (Mattei et al., 2017).

Several KEGG pathways associated with inflammation and infection, including allograft rejection, Epstein–Barr virus infection, and autoimmune thyroid disease, were enriched, among the genes differentially expressed between MPA and CON pigs (Table 5 and Supplementary File S1 Table E). This finding is consistent with the significant effect of MIA from GD 76 PRRSV injection on expression of 12 genes in the amygdala of GD 97 fetuses from both sexes (Antonson et al., 2019). At this fetal stage, most of the genes differentially expressed between MPA and CON gilts were annotated to the BP immune response, including genes annotated to the BP cytokine-mediated signaling pathway, and to the toll-like receptor pathway (Antonson et al., 2019). This enrichment is in agreement with reports of amygdala inflammation and transcriptome changes in glial cells in response to MIA elicited by LPS administration in mice that persist into adulthood (O’Loughlin et al., 2017).

Many BPs that modulate neurodevelopment were enriched among genes under-expressed in MPA compared to CON pigs, including microtubule bundle formation, cilium morphogenesis, cilium organization, cilium movement, and axoneme assembly (Table 6 and Supplementary File S1 Table F). Reduced neuronal primary cilia can reduce cellular communication during development, the number of dendrites (Goetz and Anderson, 2010; Guadiana et al., 2013), and can hinder neurogenesis in the adult brain (Amador-Arjona et al., 2011). Furthermore, primary cilia participate in the development of the circuitry of GABAergic interneurons, and disrupted cilia formation leads to dysregulated excitatory/inhibitory signaling between neurons (Guo et al., 2017). This finding is consistent with the glutamatergic and GABAergic-associated genes that presented a significant MIA-by-sex interaction effect previously discussed (Table 1). Disruption of this circuitry underlies the neurological disorders associated with ASD and SSD (Bourgeron, 2009; Marin, 2012; Li et al., 2016), and olfactory neuronal precursors collected from SSD patients were found to have less primary cilia growth *in vitro* compared to controls (Munoz-Estrada et al., 2018).

### Main Effect of Sex on Gene Expression and Functional Enrichment

The amygdala is a sexually dimorphic area of the brain that is highly responsive to signaling from gonadal steroid hormones (Hines et al., 1992; Cooke and Woolley, 2005). Supporting this, 150 genes were differentially expressed (Table 7 and Supplementary File S1 Table G), and most were over-expressed in males compared to females. The activity of the amygdala has been related to cortisol response, immune responses, and hormonal physiology that differs between sexes (Goldstein et al., 2019). The amygdala is a brain region dense in sex steroid, glucocorticoid, and cytokine receptors that are key co-activators of the HPA axis. The amygdala of male mice has more excitatory synapses per neuron compared to female mice (Cooke and Woolley, 2005; Guneykaya et al., 2018).

The enriched KEGG pathway neuroactive ligand–receptor interaction and biological process response to hormone (Table 8 and Supplementary File S1 Table H) are supported by the evidence indicating that the amygdala development is greatly influenced by sex hormones (Cooke and Woolley, 2005). LHX9 and LHB were strongly over-expressed, while IGSF1 was slightly over-expressed in males compared to females (Table 7). The importance of LHX9 in the sexual dimorphism of males and females is highlighted by evidence that *Lhx9^–/–^* mice fail to produce gonads, and male *Lhx9^–/–^* resemble females phenotypically (Birk et al., 2000). IGSF1-deficient males have later testosterone secretion than individuals with normal IGSF1 expression (Joustra et al., 2013).

Several developmental BP including gland, embryo, sensory organ, and brain development, along with the MF extracellular matrix structural constituent, were enriched among the genes differentially expressed between sexes (Table 8). Supporting these categories, EIF1AY was over-expressed in the amygdala of males compared to females (Table 7). Consistent with our results, EIF1AY was over-expressed in the male brain at early childhood, puberty, and adulthood and contributes to the structural sexual dimorphism of the amygdala (Shi et al., 2016).

### Additional Considerations

The results of our study of long-lasting changes in the amygdala transcriptome profiles at approximately 60 days after exposure to PRRSV advanced the understanding of the impact of MIA on molecular pathways associated with neurodevelopmental processes, neurodegenerative diseases, and behavior disorders. Biological processes impacted at in the amygdala of PD 22 pigs were also impacted at other developmental stages such as fetal GD 83, 96, or 111 (Antonson et al., 2018, 2019) and included antigen processing and presentation of peptide or polysaccharide antigen via MHC class II and immune response. Likewise, neurodevelopmental processes impacted in the present study were also reported in the amygdala of rats prenatally exposed to MIA by means of valproic acid (Barrett et al., 2017).

Notably, we identified sex-dependent vulnerability to the effects of MIA on gene expression in the amygdala of pigs at PD 22. Sex-independent effects dominated in GD 96 fetuses (Antonson et al., 2019). This comparison supports the hypothesis that sex-dependent effects of MIA in the amygdala become stronger as the animal develops. Additional understanding of MIA effects on the amygdala requires the evaluation of female and male pigs at older ages, in consideration that female pigs reach puberty at 5 months of age. Also, evaluation of the impact of MIA on other brain structures that interact with the amygdala will enable the determination of broader molecular profiles.

## Conclusion

The present study advances the understanding of the prolonged effects of MIA in the molecular pathways of the amygdala, a brain structure key to social, feeding, and other behaviors. The RNA-Seq profiling of 3-week-old female and male pigs, 2 months after viral infection during gestation, offered insights into MIA-associated neurodevelopmental diseases in humans such as ASD and SSD and potential effects in livestock health. The prevalent and sex-dependent dysregulation of genes in immune pathways was detected, supporting established immunotherapies to alleviate the pathophysiology of SSD, ASD, and AD (Busche et al., 2015; Miller and Buckley, 2016).

Our study detected lesser explored molecular processes affected by MIA including the neuroactive ligand–receptor, glutamatergic, amyloid peptides, neuropeptide, retinoid, and ciliogenesis systems. The detection of the previous processes backs the integration of therapies based on immune modulation together with therapies that target neurochemical dysfunction in MIA-associated disorders. The effectiveness of these therapies may be further advanced by our innovative identification of frequently disrupted neuropeptide systems. Our functional and network analyses solidify the promise of multifactorial therapeutic strategies combining immune and neurochemical targets to ameliorate MIA-associated neurodevelopmental and neurodegenerative disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE149695.

## Ethics Statement

The animal studies were approved by the Illinois Institutional Animal Care and Use Committee (IACUC) at the University of Illinois, and are in compliance with the USDA Animal Welfare Act and the NIH Public Health Service Policy on the Humane Care and Use of Animals.

## Author Contributions

RJ and SR-Z contributed to the conception and design of the study. CB, AA, LR, HR, MC, AKH, and AGH organized the animal experiments and collected the data. MK, PZ, and BS performed the bioinformatics analyses. MK and SR-Z interpreted the results and wrote the first draft of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

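Amygdala RNA of 24 pigs aged 22 days was measured in 4 groups, CON_Fe (n = 7), CON_Ma (n = 6), MPA_Fe (n = 5) and MPA_Ma (n = 6), each library from 1 pig and taken as 1 replicate. The sample labels gave the groups, and they hold no litter, batch or pairing. The paper describes 4 inoculated and 4 control gilts, so pigs of a treatment share dams. Litter could not be modelled, and the tests and permutations take littermates as independent. The authors quantified the reads with kallisto version 0.43 and deposited 1 table of TPM per RefSeq transcript. Although its name speaks of counts, each column sums to the same total, as TPM do, and its transcript names were checked against the pig annotation of Sscrofa11.1. TPM keep no depth, so no counting interval could be given and methods that need counts were not run.

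TPM were summed over the transcripts of each gene, which gave 26656 genes. Libraries were scaled by a trimmed mean of log ratios, trimming 30% of log ratios and 5% of mean levels, with an offset of 0.01 for the reference. Values were analysed as log2(TPM + 1), and printed TPM are after scaling. Genes with at least 1 TPM in at least 5 libraries, 15571 in all, were tested in limma 3.58.1 under R 4.3.3, with 1 mean per group and moderated variances. Contrasts were the MIA-by-sex interaction, MIA, sex and the 4 differences within a sex or a treatment. P-values were adjusted by the method of Benjamini and Hochberg, at an FDR of 0.1 and, for sex and also for the interaction, of 0.05. A quasi-likelihood test on counts had been planned, and the unit of the values called for limma on log2(TPM + 1) instead.

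The groups, contrasts, thresholds, the replicate block and the left-out single libraries were chosen before the data were examined. So were 27 gene lists for tissues, cell types and pathways. Filters and scalings were planned too, but their form in TPM followed from the unit of the values. Lists were tested with camera of limma at its preset correlation of 0.01, again with a correlation estimated from the data, and by permuting labels of the list score 100000 times, or exactly within a sex or treatment. The list score is the mean over the tested genes of a list of each gene's log2 value minus its mean over all libraries. The lists of network genes and of genes from the discussion were read from the article.

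Named genes are those in the text of the results and in Tables 1, 4 and 7, the members of the networks in Figures 1 and 2, and the 10 genes with the lowest P in each direction past an FDR of 0.1, leaving out LOC symbols that the article does not name. The values of these genes in the tables of the article had been seen. CENPX, CST6, LOC110256636, LOC110257905, TBL1X, LOC100623862, LOC100624648 and LOC110260298 fall outside the rule and were named after their values were seen. Some genes that the rule covers are not reported here. Genes of the cytokine and chemokine passages that did not pass the filter are given as levels.

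The scripts were tested on simulated data with known changes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Alternatives changed the filter, the scaling, the pseudocount, the variance model, the block and the libraries used. Random steps started from a seed of 1. Co-expression modules, enrichment categories and network inference were not analysed here.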

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

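The comparison of each library with its group below follows a fixed rule, and the counts of list members per library and the tests without a library were chosen only after the result was seen. A library was set apart where its gap to the nearest library of the same group, divided by the range of the group on the log2 scale, exceeded Dixon's 95% critical value; the ratio is given in parentheses. By chance, about 5% of groups are set apart. Of the named genes, 71 of 351 gene groups were (20.2%), and of the list scores 25 of 108 (23.1%). CON_Ma 13 accounted for 25 of the gene groups, MPA_Fe 4 for 13, CON_Ma 12 for 8, CON_Fe 2 for 8 and CON_Fe 4 for 7.

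In CON_Ma 12, CGA (0.706), POMC (0.899), GPX3 (0.828), RAB27A (0.832), CHGB (0.697), LHB (0.732), IGSF1 (0.739) and GH1 (0.701) were highest in the group, and the score of the pituitary (0.823) list was highest. The paper's text does not discuss PRL, FSHB, TSHB, POU1F1 and PITX1, of which POU1F1 is listed in its supplementary tables, and these reached 4490, 124, 172, 29 and 47.8 TPM in CON_Ma 12 and at most 2.42, 0.552, 0.297, 0.229 and 0.284 TPM in the other 23 libraries. All 14 genes of the pituitary list were highest of the 24 libraries in CON_Ma 12. The list score differed by 1.66 between CON_Ma and MPA_Ma pigs with all libraries and by 0.14 (standard error 0.33, exact permutation p = 0.703) without CON_Ma 12. This argues against lower expression in males after maternal immune activation as the source of the difference, and pituitary RNA in that library is a candidate explanation, whether from the dissection or from handling, which these data cannot separate. The amygdala itself expresses POMC and CGA at a low level, and CGA, POMC, GH1 and LHB of this list are genes the paper picked from these libraries.

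In CON_Ma 13, RGS16 (0.895), ANKRD34C (0.754), GRM4 (0.671), SLC17A6 (0.722), BTBD11 (0.714), USP43 (0.810), GRP (0.685), PTH1R (0.808), ESYT1 (0.673), EFHD1 (0.684), C1QTNF1 (0.634), RGS8 (0.785), HS3ST5 (0.653), PLEKHD1 (0.911), ANKRD24 (0.797), MAP2K7 (0.725), LHX9 (0.826), WNT3 (0.920), RORA (0.885), CHRM2 (0.771), CHRNA4 (0.863), CHRNA2 (0.855) and AGTR1 (0.630) were highest in the group, and SSTR1 (0.802) and TSPOAP1 (0.719) were lowest. For the lists, the score of the thalamus (0.90), hypothalamus (0.653), oligodendrocyte (0.631) and lymphocyte and plasma cell (0.734) lists was highest and the score of the pallial glutamatergic neuron (0.815), GABAergic neuron (0.865) and immediate early (0.652) lists was lowest.

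In MPA_Fe 4, RGS16 (0.779), ANKRD34C (0.775), GRM4 (0.810), GRP (0.743), EFHD1 (0.765), SYNPO2L (0.835), CTSC (0.719), SPP1 (0.800), IAPP (0.754), WNT3 (0.922), CHRM2 (0.770), CHRNA4 (0.806) and CHRNA2 (0.771) were highest in the group. For the lists, the score of the thalamus (0.920) and oligodendrocyte (0.795) lists was highest and the score of the pallial glutamatergic neuron (0.750) and GABAergic neuron (0.753) lists was lowest.

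CON_Ma 13 and MPA_Fe 4 were the 2 highest libraries for 12 of the 14 thalamus genes. TCF7L2, GBX2 and LHX9 held 164, 18.5 and 21.3 TPM in CON_Ma 13, 107, 2.30 and 7.09 TPM in MPA_Fe 4 and a median of 9.67, 0.0393 and 0.240 TPM in the others. The same 2 libraries were the highest for 17 of 20 oligodendrocyte genes and the lowest for 10 of 12 genes of pallial glutamatergic neurons. Without them the interaction of the thalamus score went from 0.99 (standard error 0.62) to 0.0478 (standard error 0.0965, permutation p = 0.615), which argues against an opposite effect of maternal immune activation in females and males for these genes. Thalamic tissue in the 2 dissections may explain the opposite signs of genes such as RGS16, found and tested on the same libraries, while for NTS, with 1.97 in males and 1.75 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, part of the difference stays open.

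In CON_Fe 2, GPX3 (0.671), CCDC136 (0.595), KCNIP4 (0.609), SYT12 (0.720), ADORA2A (0.759) and TXLNG (0.665) were highest and IGSF1 (0.590) and RORA (0.657) were lowest and the score of the striatum (0.777), neuropeptide precursor (0.640) and immediate early (0.689) lists was highest and the score of the astrocyte (0.869) list was lowest. In CON_Fe 4, GBP1 (0.622), NDNF (0.762), ALDH1A2 (0.859), IGF2 (0.737), LHX9 (0.670), CRABP2 (0.757) and CXCL13 (0.896) were highest and the score of the meninges and fibroblast (0.842) and MHC class II (0.885) lists was highest. In CON_Fe 7, IL1B (0.613) was highest and SLC2A2 (0.831) was lowest and the score of the glutamate receptor (0.635) list was highest and the score of the cytosolic ribosome (0.644) list was lowest. In CON_Ma 8, the score of the striatum (0.829) list was highest and the score of the microglia (0.651) list was lowest. In MPA_Ma 6, CCDC17 (0.718), NPM2 (0.634), CHRNA2 (0.689) and ADORA2A (0.723) were highest and the score of the striatum (0.629) list was highest and the score of the microglia (0.814) list was lowest. In MPA_Fe 1, GH1 (0.724) was highest. In MPA_Fe 2, ADORA2A (0.764) was highest. In MPA_Fe 3, LOC396781 (0.835) was highest. In MPA_Ma 10, CHGB (0.699) was lowest and the score of the endothelial and mural cell (0.691) list was highest. No cause was tested for the values of these libraries.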

How the results depend on the processing

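The settings without 3, 4 or 7 libraries, the other pseudocounts, the unscaled TPM, robust variance, library quality weights, the covariates, the ratio of group means and the replicate block for gene lists were chosen only after the data were seen. Planned tests that need read counts were not run, namely the likelihood ratio and robust quasi-likelihood tests of edgeR, DESeq2, limma-voom with and without quality weights, and a filter on the mean count. Counts below are genes past the FDR of the main analysis in limma, with the number at an unadjusted p under 0.05 in parentheses.

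For the interaction the count was 0 with all libraries and in each alternative, at between 228 and 1444 genes (unadjusted). With the library number as a block, MIA gave 2 genes (1801) and CON_Ma-MPA_Ma 2 (1863), namely CST6 and CENPX in both, although the numbers do not pair the libraries: over 11 pairs of CON and MPA libraries with the same number the correlation ran from -0.395 to 0.846, was over 0.1 in 8 of them, and 2 correlated best with the library of their own number. Leaving out 1 library at a time gave between 0 and 1 gene for CON_Ma-MPA_Ma, 14 and 15 for sex, 12 and 14 for CON_Fe-CON_Ma, 13 and 16 for MPA_Fe-MPA_Ma, and 0 for the interaction, MIA and CON_Fe-MPA_Fe (318 to 1336, 186 to 593 and 109 to 638). The 1 gene came without CON_Ma replicate 11 (751) and was LOC110256636, at -1.04 (standard error 0.16, limma adjusted p = 0.0351). With the mean above 5 TPM in each group, sex gave 1 gene (107), CON_Fe-CON_Ma 0 (77) and MPA_Fe-MPA_Ma 1 (478). EIF1AY passed for sex in all 39 settings in which it was tested, and this filter removes it.

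Past an FDR of 0.1 in camera were 13 of 27 lists for the interaction, 12 for MIA, 2 for sex, 12 for CON_Fe-MPA_Fe and 15 for CON_Ma-MPA_Ma. With an estimated correlation these were 0, 0, 0, 0 and 0. For sex there were 6 with no filter, 4 without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, 9 without CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6, and 11 with the replicate block.

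Some lists changed direction, with the camera adjusted p of the setting in parentheses. Without CON_Ma 12, CON_Ma 13 and MPA_Fe 4, they were for the interaction, thalamus (0.989), oligodendrocyte (0.0195), GABAergic neuron (0.00974) and immediate early (0.989), and for sex, oligodendrocyte (0.0390), and for CON_Fe-MPA_Fe, oligodendrocyte (1.92e-07), and for CON_Ma-MPA_Ma, thalamus (0.805), endothelial and mural cell (0.564) and GABAergic neuron (0.0157). With the replicate block, they were for the interaction, microglia (0.0892) and endothelial and mural cell (0.866), and for MIA, pallial glutamatergic neuron (0.0476) and GABAergic neuron (0.0476), and for sex, striatum (0.00248), oligodendrocyte (0.0552), neuropeptide precursor (0.0489), oxidative phosphorylation (3.63e-10) and cytosolic ribosome (8.90e-12), and for CON_Fe-MPA_Fe, cytosolic ribosome (0.520), and for CON_Ma-MPA_Ma, endothelial and mural cell (0.267), pallial glutamatergic neuron (0.816) and GABAergic neuron (0.0569). Numbers 1 to 5 hold only females and 8 to 13 only males, while 6 and 7 join CON_Fe to MPA_Ma. With the block, comparisons of the sexes rest on numbers 6 and 7, so the reversals for sex decide nothing. For the other reversals with the block, the cause was not tested.

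Of 135 list results, 81 were unchanged in call and direction with an estimated correlation and 54 lost the call. With no filter 124 were unchanged, 2 lost and 9 gained a call. Without the 3 libraries, 101 were unchanged, 14 lost and 11 gained a call, and without the 4 libraries these were 111, 8 and 16. With the block they were 85, 16 and 21. Of 242 values of named genes, the block moved 5 by more than the residual SD, a pseudocount of 0.1 moved 3, one of 5 moved 5, unscaled TPM 1 and library quality weights 13. Without the 3 libraries 13 of 233 moved, and without all 7 libraries 17 of 227. The ratio of group means moved 10 of 160, CON as the reference level 1 of 8, and the remaining settings 0.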

Differences from the paper's values

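The pseudocounts, unscaled TPM, robust variance, library quality weights, covariate, ratio of group mean TPM and left-out sets of 3, 4 or 7 libraries named below were chosen only after the values were seen. The other alternatives were set before the data were examined, apart from the form in TPM of filters and scalings. A log2 fold change counts as different where the signs differ or the values lie further apart than the SD within groups.

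At its thresholds the paper gives 328 genes for the interaction at an FDR of 0.1, 273 at 0.05, 161 for MIA at 0.1 and 150 for sex at 0.05, with edgeR. Here limma gave 0, 0, 0 and 14. None of the 28, 28, 30 and 30 alternatives reaches the paper's counts, nor does any added setting. The paper's copy of the table for the interaction holds 327 genes. Among alternatives, leaving out CON_Fe 1 calls LOC100623862 for sex and leaving out MPA_Fe 1 calls TBL1X, both on the paper's list and not called here with all libraries. Library quality weights, chosen after the values were seen, call TBL1X and LOC100624648 of that list, and with each setting limma calls 0 of the paper's 328 genes for the interaction.

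For CON_Fe-MPA_Fe, 42 log2 fold changes were compared, 35 had the same sign and 9 differ. The paper's values are 0.11 for KCNIP4, -0.0755 for NR4A3, -5.378 for LOC396781 and -0.68 for PTH, and those here -0.49, 0.65, -1.52 and 0.77 in the same order, and no alternative set before the data were examined brings them together. POMC has 0.0600 in the paper and -0.0540 here, no longer different with the replicate block and without CON_Fe 7, MPA_Fe 1, MPA_Fe 2 or MPA_Fe 4, and different in the other 23 of 28 alternatives. TTR has 0.29 in the paper and -0.28 here, no longer different without CON_Fe 2 or MPA_Fe 4, and different in the other 26 of 28 alternatives. PENK has -0.0408 in the paper and 0.13 here, no longer different without CON_Fe 2, MPA_Fe 3 or MPA_Fe 4, and different in the other 25 of 28 alternatives. HBB has 0.12 in the paper and -0.20 here, no longer different without CON_Fe 7, and different in the other 27 of 28 alternatives. ZFP37 has -0.19 in the paper and -0.99 here, no longer different with the replicate block and without CON_Fe 3, CON_Fe 4, CON_Fe 6, CON_Fe 7, MPA_Fe 2, MPA_Fe 4 or MPA_Fe 5, and different in the other 20 of 28 alternatives.

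For CON_Ma-MPA_Ma, 42 were compared, 40 had the same sign and 6 differ. The paper's values are 3.06 for RGS16, 6.49 for CGA, 3.19 for POMC, -0.18 for ZFP37, 0.0354 for NR4A3 and -3.267 for LOC396781, and those here 0.97, 1.503, 1.37, 0.34, -0.57 and -1.25 in the same order, and no alternative set before the data were examined brings them together.

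For MIA, 18 were compared, 15 had the same sign and 11 differ. Those here are means over both sexes. The values of the paper's table have the sign of the ratio of group mean TPM in females for 159 of 159 genes. They have the sign of the ratio in males for 46, so the groups compared need not be alike. The paper's values are -4.74 for LOC396781 and -1.27 for NDNF, and those here -1.38 and -0.0838 in the same order, and no alternative set before the data were examined brings them together. For TACC1, taken as MPA minus CON, the paper's value is 1.55 and that here -0.0537, different in all 30 alternatives. PAQR6 has -1.02 in the paper and -0.10 here, no longer different with females as the reference level, and different in the other 29 of 30 alternatives. RGS8 has -0.88 in the paper and -0.0446 here, no longer different with the replicate block and females as the reference level and without CON_Ma 13, MPA_Fe 1, MPA_Fe 2, MPA_Fe 5 or MPA_Ma 10, and different in the other 23 of 30 alternatives. HS3ST5 has -1.2399 in the paper and -2.38e-04 here, no longer different with females as the reference level, and different in the other 29 of 30 alternatives. CTSC has -1.028 in the paper and -0.14 here, no longer different with the replicate block and females as the reference level, and different in the other 28 of 30 alternatives. SPP1 has -0.89 in the paper and -0.10 here, no longer different with the replicate block and females as the reference level and without CON_Fe 4, CON_Fe 5, CON_Fe 6, CON_Ma 12, CON_Ma 13, MPA_Fe 1, MPA_Fe 2, MPA_Fe 3, MPA_Fe 5, MPA_Ma 6 or MPA_Ma 11, and different in the other 17 of 30 alternatives. PLEKHD1 has -0.99 in the paper and -0.10 here, no longer different with the replicate block and females as the reference level and without CON_Ma 13, and different in the other 26 of 29 alternatives. ANKRD24 has -0.73 in the paper and 0.0357 here, no longer different with the replicate block and females as the reference level and without CON_Fe 2, CON_Ma 13, MPA_Fe 1, MPA_Fe 3 or MPA_Fe 5, and different in the other 23 of 30 alternatives. MAP2K7 has -0.64 in the paper and 0.0200 here, no longer different with females as the reference level, and different in the other 29 of 30 alternatives.

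For sex, 8 were compared, 7 had the same sign and 7 differ. Those here are means over CON and MPA, while the values of the paper's table have the sign of the ratio within CON for 172 of 175 genes, within MPA for 35 and of the average for 149, so the groups compared need not be alike. EIF1AY, at 13.68 in the paper and 5.80 here, is not counted as different, because it is listed at 0 TPM in all CON_Fe libraries and the 1 added to TPM sets the value here, which was 8.96 and 3.59 with a pseudocount of 0.1 and 5, chosen after the values were seen. The paper's values are 3.38 for LHX9, 3.92 for LHB, 1.72 for WNT3 and 1.79 for NPM2, and those here 0.15, 0.52, 0.11 and 0.0755 in the same order, and no alternative set before the data were examined brings them together. IGSF1 has 0.85 in the paper and 0.0786 here, no longer different with CON as the reference level, and different in the other 29 of 30 alternatives. RORA has 0.74 in the paper and 0.10 here, no longer different with CON as the reference level and the additive model and without CON_Fe 7, CON_Ma 8, CON_Ma 9, CON_Ma 10, CON_Ma 11, CON_Ma 12, MPA_Fe 4 or MPA_Ma 8, and different in the other 19 of 29 alternatives. LEPR has 0.62 in the paper and -0.00690 here, no longer different with CON as the reference level, and different in the other 28 of 29 alternatives.

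Settings chosen after the values were seen bring some values close enough to the paper's to count as no longer different. Under each of those that were tested, limma calls 0 of the paper's 328 genes for the interaction and 0 of its 161 for MIA, so that none of the genes the paper calls for these is kept. The ratio of group means has no test. The log2 ratio of group mean TPM, chosen after the values were seen, brings RGS16 to 3.84, CGA to 7.26, POMC to 4.06 and LOC396781 to -1.98 for CON_Ma-MPA_Ma, and PENK to -0.0554 and HBB to 0.0836 for CON_Fe-MPA_Fe. Unscaled TPM, chosen after the values were seen, brings POMC to 0.0677 and ZFP37 to -0.87 for CON_Fe-MPA_Fe, and RGS8 to -0.080 and SPP1 to -0.14 for MIA, and RORA to 0.16 for sex. Library quality weights, chosen after the values were seen, bring POMC to 0.0610, TTR to 0.0914, PENK to -0.17 and HBB to 0.0466 for CON_Fe-MPA_Fe. Leaving out CON_Ma 12, CON_Ma 13 and MPA_Fe 4, chosen after the values were seen, brings POMC to 0.00942, TTR to 0.37, PENK to -0.25 and ZFP37 to -0.87 for CON_Fe-MPA_Fe. Leaving out CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6, chosen after the values were seen, brings ZFP37 to -0.87 for CON_Fe-MPA_Fe. Leaving out all 7 of these libraries, chosen after the values were seen, brings POMC to 0.13, TTR to 0.13, PENK to -0.0509 and ZFP37 to -0.64 for CON_Fe-MPA_Fe, and ZFP37 to -6.87e-04 for CON_Ma-MPA_Ma. A pseudocount of 5, chosen after the values were seen, brings ZFP37 to -0.65 for CON_Fe-MPA_Fe. A pseudocount of 0.1, chosen after the values were seen, brings RORA to 0.13 for sex. The first principal component side as a covariate, chosen after the values were seen, brings SPP1 to -0.13 for MIA.

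On direction, the paper describes TTR as lower in MPA in both sexes in one place and as higher in MPA in another; here it was -0.28 in females and 0.39 in males, and 0.05 for MIA. The paper places HBB and BHLHE22 among genes whose difference between CON and MPA has the same direction in both sexes. Here HBB was -0.20 in females and 1.20 in males, but 0.0836 in females by the ratio of group mean TPM, which has the paper's sign. The paper's Table 1 itself gives BHLHE22 opposite signs, as found here, where it was 0.75 in females and -1.16 in males. TACC1, ANKRD24 and MAP2K7 are higher in MPA in the paper and were 0.05, 0.04 and 0.02 here over both sexes. In females alone they were 0.20, -0.49 and -0.38, so that ANKRD24 and MAP2K7 had the paper's direction there. LEPR is higher in males in the paper and was -0.01 here over CON and MPA, and -0.47 for CON_Fe-CON_Ma, which has the paper's direction. In the paper's direction went NTS, VIPR2 and GRM4, with interaction estimates of 3.12, 1.80 and 1.34, and IFITM3, IFITM1, IGF2 and ISLR, with -1.08, -1.00, 0.68 and 0.49 for MIA.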

Other observations

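Apart from the counts over other splits of the libraries, the tests of explanations here were chosen only after the result was seen.

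Interferon response genes were higher in MPA than in CON pigs in 35 of 35 cases, with a mean difference of the list score of -0.58 and a permutation p of 0.0486 that was 0.756 adjusted over 27 lists. Without MPA_Ma 11, whose score of 2.41 was the highest, the difference was -0.37 with a permutation p of 0.102, so that a single library and maternal immune activation cannot be told apart as sources of the size of this difference. Without MPA_Ma 8 as well, it was -0.25 with a permutation p of 0.231. In females, a group without MPA_Ma 11, 34 of 35 genes were higher in MPA. The score difference there was -0.48 (standard error 0.42), with an exact permutation p of 0.120. In males the score difference was -0.68, and -0.27 (standard error 0.32) without MPA_Ma 11. Whether lymphocytes, blood or microglia in MPA libraries contribute stays open, since the lymphocyte score differed by -0.16 with only 4 of 7 genes higher in MPA, the red blood cell score differed by 0.30 in the other direction, and the microglia score differed by -0.29 with 14 of 15 genes higher in MPA but by -0.11 without CON_Ma 8, -0.19 without CON_Fe 2, -0.48 without MPA_Ma 6 and -0.34 (standard error 0.18) without these 3 and MPA_Fe 2. Without CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6, the difference of the interferon score was -0.77 with a permutation p of 0.0104.

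The values of the paper's Table D, which is headed as MIA irrespective of sex, were set against ratios of group mean TPM. Their correlation across 159 genes was 0.937 with the ratio in females alone, -0.0724 with that in males and 0.660 with the average of both, and 0.988, -0.0646 and 0.715 with a pseudocount of 0.1. The MIA coefficient of a model with an interaction, taken at females as the reference level, is a candidate explanation, and the signs were the same for 159 of 159 genes in females and 46 in males. For Table G, headed as sex irrespective of MIA, the correlation was 0.842 with the ratio within CON, 0.586 within MPA and 0.860 with the average, and 0.944, 0.648 and 0.902 with a pseudocount of 0.1. The signs were the same for 172 of 175 genes within CON, 35 within MPA and 149 with the average, which goes with the sex coefficient at CON. By the correlations, this coefficient and a true average cannot be told apart for this table, because the order of the 2 changes with the pseudocount.

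Other splits of the same libraries were counted, 100 for each result with the real one included. Only the real split called as many as the 14 genes for sex (highest other 0) and the 14 of CON_Fe-CON_Ma (highest other 13). This argues against chance for these counts. For the 13 of MPA_Fe-MPA_Ma, 3 splits were as large, with a highest other of 665. There the splits alone do not exclude chance. Most genes of each of these calls are Y-linked. With 0 genes called, all 100 splits are as large whatever the libraries hold, so this count decides nothing for the interaction at an FDR of 0.1 or 0.05 (highest other 4036 and 1379), MIA (1757), CON_Fe-MPA_Fe (1851) and CON_Ma-MPA_Ma (1). Chance cannot be excluded for the gene lists past an FDR of 0.1 in camera, namely 13 for the interaction (as large in 39, highest other 18), 12 for MIA (55, 20), 2 for sex (100, 20), 12 for CON_Fe-MPA_Fe (26, 19) and 15 for CON_Ma-MPA_Ma (43, 19). At an unadjusted p under 0.05, counts as large came in 36 splits for the interaction (622 genes) and 77 for MIA (246). They came in 74 for CON_Fe-MPA_Fe (209) and 31 for CON_Ma-MPA_Ma (658), so chance cannot be excluded for these counts. Splits that call far more genes than the real one point to a structure of the samples other than MIA and sex.

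The first 2 principal components held 30.6% and 23.3% of the variance, and the libraries lowest on the first, CON_Fe 2, CON_Ma 8, MPA_Fe 2 and MPA_Ma 6, had striatum scores of 1.01, 1.46, 1.04 and 0.80. The MHC class II score reached 3.43 in MPA_Ma 8, and the meninges score 2.11 in CON_Fe 4. LOC110260298 took between 2.17% and 12.5% of the TPM of a library, most in MPA_Fe 4.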
